# Circ-CREBBP inhibits sperm apoptosis via the PI3K-Akt signaling pathway by sponging miR-10384 and miR-143-3p

**DOI:** 10.1038/s42003-022-04263-2

**Published:** 2022-12-07

**Authors:** Ning Ding, Yu Zhang, Mengna Huang, Jianfeng Liu, Chonglong Wang, Chun Zhang, Jinkang Cao, Qin Zhang, Li Jiang

**Keywords:** Gene regulation, Apoptosis

## Abstract

Male reproductive diseases are becoming increasingly prominent, and sperm quality is an important indicator to reflect these diseases. Seminal plasma extracellular vesicles (SPEVs) are involved in sperm motility. However, their effects on sperm remain unclear. Here, we identified 222 differentially expressed circRNAs in SPEVs between boars with high or low sperm motility. We found that circ-CREBBP promoted sperm motility and inhibited sperm apoptosis by sponging miR-10384 and miR-143-3p. In addition, miR-10384 and miR-143-3p can regulate the expression of *MCL1*, *CREB1* and *CREBBP*. Furthermore, we demonstrated that MCL1 interacted directly with BAX and that CREBBP interacted with CREB1 in sperm. We showed that inhibition of circ-CREBBP can reduce the expression of MCL1, CREB1 and CREBBP and increase the expression of BAX and CASP3, thus promoting sperm apoptosis. Our results suggest that circ-CREBBP may be a promising biomarker and therapeutic target for male reproductive diseases.

## Abstract (web summary)

By identifying circ-CREBBP out of differently expressed circRNAs in seminal plasma extracellular vesicles from boars with high and low sperm motility, the circRNA is shown to play a role in sperm survival and apoptosis.

## Introduction

Circular RNAs (circRNAs), a class of noncoding regulatory RNAs, are characterized by a special mode of splice junction, in which the 5′- and 3′-ends of a single exon or of multiple adjacent exons are joined and released in a circular form^1,2^. CircRNAs are unusually stable due to circular configuration and ability of resistance to exoribonucleolytic degradation^3^. In addition, circRNAs are specifically expressed in cells of different kinds^1^ and generally localized in the cytoplasm or stored in extracellular vesicles (EVs)^4,5^. Recent studies have shown that EVs contain more circRNAs than secretory cells^3,4^. These characterizations may enable circRNAs to have promising diagnostic and therapeutic value in diseases^6,7^. CircRNAs were found to be markers for the molecular diagnosis of many cancers, such as bladder cancer^8^, breast cancer^9^ and hepatocellular carcinoma^10^.

Many studies have verified the interplay between circRNAs and reproductive stem cells, sperm, embryonic development and reproductive diseases. For instance, Li et al. found 18,822 circular RNAs in mouse germ cells, including 245 male-specific circRNAs and 676 female-specific circRNAs^11^. Dong et al. explored 15,996 circRNAs from human testis, of which 67% of the circRNA host genes are closely related to spermatogenesis, sperm motility and fertilization^12^. However, these circRNAs were not only specifically expressed in the testis but also detected in seminal plasma with high stability. In addition, many studies have shown that abnormal expression of circRNAs plays significant roles in noninvasive diagnosis and therapeutic intervention for reproductive diseases and prostate cancer (PCa)^13^. A recent study showed that hsa_circRNA_0023313 was obviously upregulated in testicular tissue of nonobstructive azoospermia (NOA) patients^14^. In addition, circ-SLC19A1 was increased in PCa cells and their secreted EVs^15^.

Extracellular vesicles are present in most fluids, including milk, urine, tears, serum and plasma. EVs contain many bioactive molecules, such as RNA, DNA, proteins and lipids^16^. Many studies have shown that EVs can transfer their cargo to recipient cells, which playing an important role in the process of intercellular communication^17^. Increasing evidence has shown that EVs can regulate signal transduction pathways and act as mediators of signal crosstalk^18^. Seminal plasma contains a large number of EVs produced and released by the prostate epithelium, epididymal epithelial cells, and other accessory glands^19,20^. It has been demonstrated that seminal plasma extracellular vesicles (SPEVs) can bind sperm in vitro, promote sperm motility, prolong sperm survival, improve the integrity and antioxidant capacity of sperm plasma membrane^21^. Many studies have shown that RNA molecules carried by SPEVs play an important role in the process of sperm maturation, sperm motility and sperm-egg binding^22–25^. Thus, the function of SPEVs and their molecular content have become a new focus of current research.

Spermatogenesis and sperm survival are powerfully regulated by specific genetic expression^1,26^. We recently showed that miR-222 in SPEVs plays an important role in sperm survival^24^. It has also been reported that some miRNAs in SPEVs can be used as markers for the diagnosis of human azoospermia^27^ or prostate cancer^25,28^, such as miR-31-5p, miR-142-3p, miR-142-5p, miR-223-3p, miR-27a-3p, miR-27b-3p, miR-155-5p, and miR-378a-3p. As a major participator, circRNAs play a role of post-transcriptional regulators by sponging miRNAs and interacting with RNA binding proteins^1,29^. The role of circRNA as a miRNA sponge in regulating the expression of target genes has been verified in many studies. For example, Kong et al. found that circFOXO3 can upregulate *SLC25A15* by acting as a miR-29a-3p sponge, regulating the cell cycle and cell apoptosis in PCa^30^. Chen et al. found that circHIPK3 promoted the invasion of prostate cancer by sponging miR-193a-3p^31^. In addition, some studies have found that circRNAs regulate tumor progression through multiple signaling pathways^15,32^.

Although there are many studies on circRNAs, knowledge of the expression levels and functions of EV-derived circRNAs in mammalian reproductive systems remains very limited. To our knowledge, there is no comprehensive study on circRNAs of SPEVs in mammals. It has been reported that the amino acid homology between pigs and humans is 84.1%, and they are very similar in morphological structure and physiological function^33^. Therefore, pigs are considered to be an ideal animal model for the research of human diseases^34,35^. Here, we investigated the SPEVs of boars with high and low sperm motility using whole transcriptome sequencing and identified 222 differentially expressed circRNAs (DECs). Among these DECs, circ-CREBBP was one of the top 5 circRNAs with the largest differential expression between groups. Based on the circRNA-miRNA-mRNA network, we found that circ-CREBBP targets miR-10384 and miR-143-3p, and miR-10384 and miR-143-3p target *MCL1*, *CREB1* and *CREBBP*, which participate in the PI3K-Akt signaling pathway. Therefore, we studied the mechanism by which circ-CREBBP is involved in the regulation of sperm motility. The results showed that circ-CREBBP could function as a ceRNA by harboring miR-10384 and miR-143-3p to abolish the suppressive effect on the target genes *MCL1*, *CREB1* and *CREBBP*, which promoted sperm survival and motility. Our study demonstrated the important role of circ-CREBBP in sperm motility, and the circ-CREBBP/miR-10384 and miR-143-3p/MCL1, CREB1 and CREBBP signaling pathways might be promising diagnostic biomarkers and therapeutic targets for male reproductive diseases.

## Results

### Characterization of boar SPEVs

Phenotype analysis showed that there were significant differences in sperm motility between two groups. The average total sperm motility of H group was 0.94, while that of L group was 0.40 (Fig. 1a). SPEVs were isolated from the boars in two groups by the ultracentrifugation method. The results of transmission electron microscopy showed that SPEVs appeared intact and typically cup shaped (Fig. 1b and Supplementary Fig. 1). The mean size of the SPEVs was 124.1 nm, and the particle size ranged from 20 to 300 nm (Fig. 1c). The EV markers, Alix, Tsg101, CD9 and CD81 were all detected in SPEVs from four boars in two groups. In contrast, Calnexin, a negative marker of EVs, was not present in the SPEVs (Fig. 1d and Supplementary Fig. 1).

**Fig. 1:**
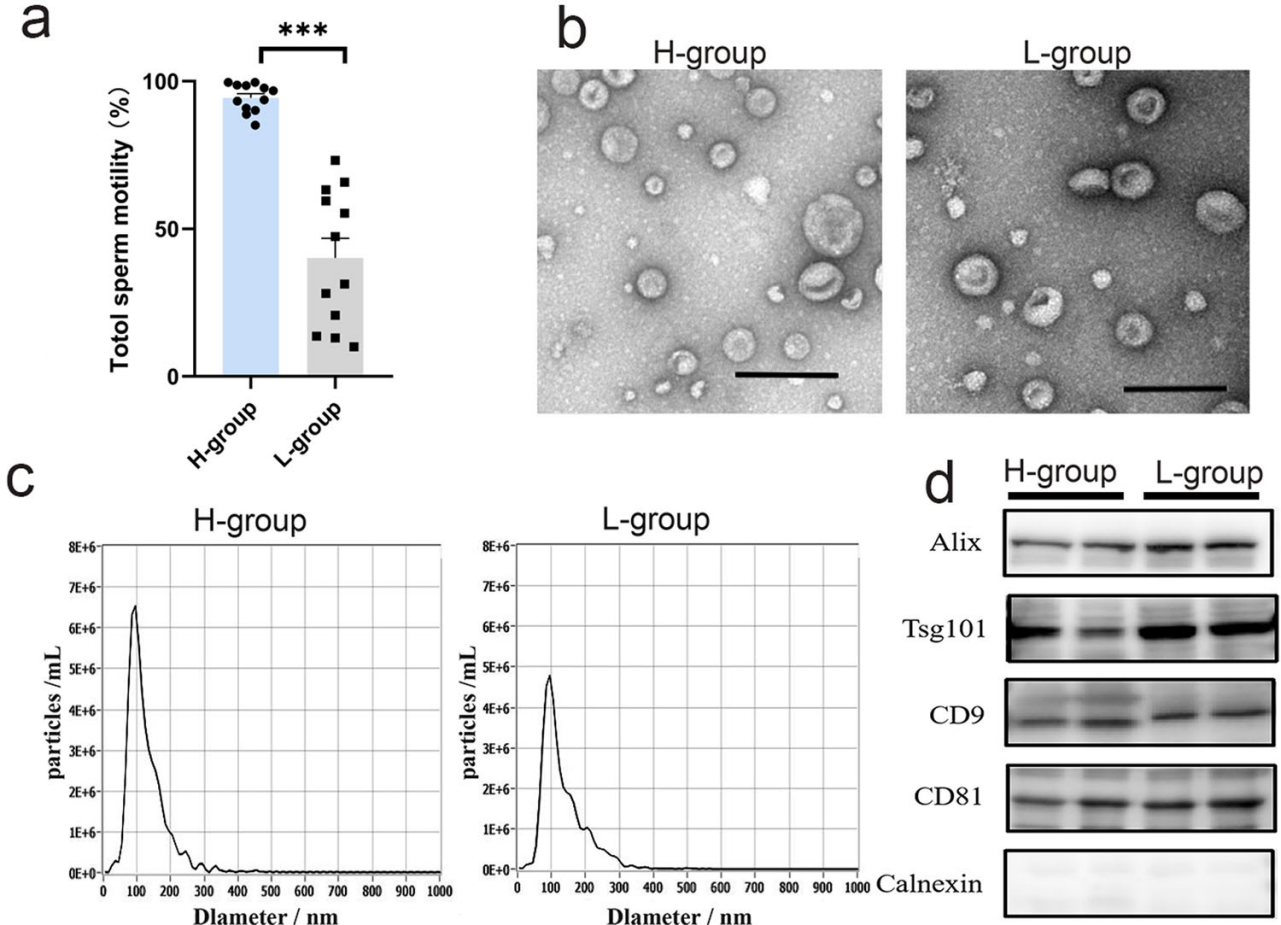
Isolation and characterization of SPEVs from boars. **a** The difference in total sperm motility between the two groups. ***P ≤ 0.001 (Student’s *t* test), *n* = 12 per group. **b** TEM image of SPEVs. Scale bars: 200 nm. **c** NTA results showing that the SPEVs were approximately 20–300 nm in diameter. **d** Western blotting results of SPEVs. Alix, Tsg101, CD9, and CD81, which are EV markers, were expressed in isolated SPEVs, and the negative marker Calnexin was not found in our isolated SPEV samples. H-group represents high sperm motility group and L-group represents low sperm motility group.

### CircRNA identification in SPEVs

A total of 17,379 circRNAs were identified from all samples by using find_circ and CIRI2 software. 

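Long RNA libraries of SPEVs were sequenced for 12 boars with high sperm motility (H group) and 12 boars with low sperm motility (L group), with 1 library per boar. For each library, the authors deposited the number of back-splice junction reads they counted on each circRNA, without normalization. A back-splice junction read crosses the point where the end of an RNA segment is joined to its own start. The circRNAs are listed by chromosome, start and end on the pig genome Sscrofa11.1. The 17379 circRNAs carried 8046118 junction reads in all libraries. The smallest value above 0 was 2 reads and the largest was 9205 reads. The libraries held between 128644 and 610615 junction reads, with a median of 280608 in the H group and 297976 in the L group. The group means of 337508 ± 153879 (SD, n = 12) and 333002 ± 149917 (SD, n = 12) junction reads differed by less than the spread between boars (two-sided permutation test, p = 0.942). Between 956 and 5716 circRNAs were detected per library with at least 1 read. The mean was 1967 ± 541 (SD, n = 12) in the H group and 2767 ± 1356 (SD, n = 12) in the L group, and the difference of 799.75 circRNAs did not reach significance (two-sided permutation test, p = 0.0676). With every library thinned at random to 128644 junction reads, the difference was 791 circRNAs (p = 0.0678 from the same test). The 4 largest numbers belonged to boars L12 (5716), L8 (4255), L11 (4118) and L3 (3377). Of all circRNAs, 8389 (48.3%) had reads in 1 library only, 980 had reads in 12 or more libraries and 40 had reads in all 24 libraries. When at least 2 reads in at least 2 libraries were required, 8990 circRNAs remained. With 3 reads taken as the smallest detectable number, the smallest share of junction reads that a library could show was between 4.91 and 20.1 RPM in the H group and between 5.06 and 23.3 RPM in the L group. These limits cover counting error only, because reads copied by PCR are not independent molecules and the paper's text names no removal of duplicates.

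**Figure D1:**
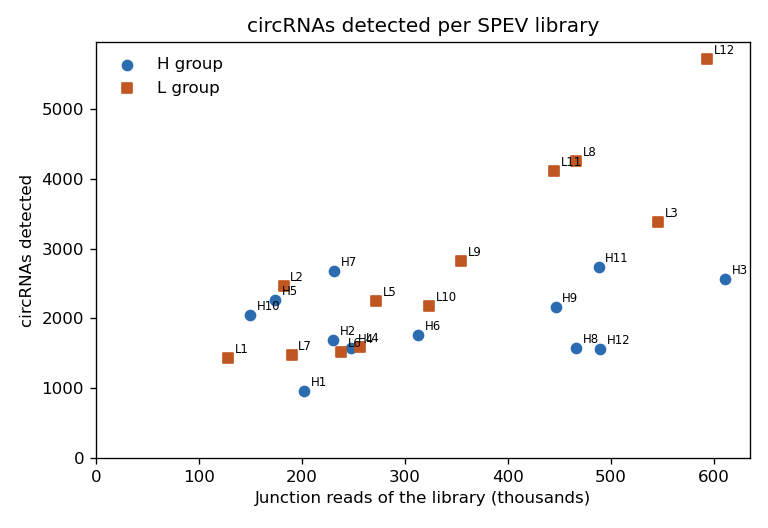
Number of circRNAs detected against the number of junction reads for each of the 24 long RNA libraries, with circles for H boars and squares for L boars. The libraries of L12, L8, L11 and L3 lie highest, at 5716, 4255, 4118 and 3377 circRNAs.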

Compared with the circNET (http://lnc.rnanet.org/circ/) and circAtlas databases (http://circatlas.biols.ac.cn/), we found that 80% of the circRNAs in our results were known circRNAs, and 3578 circRNAs were novel (Fig. 2a). Among the circRNAs, 84.9% were exonic circRNAs, 6.3% were intronic circRNAs, and 8.7% were intergenic region circRNAs. 

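Both ends of each circRNA were compared with the genes of NCBI Annotation Release 106 on Sscrofa11.1. A circRNA was called exonic when both ends lay in exons of the same gene, intronic when a gene held both ends but at least 1 of them lay outside its exons, and intergenic when no gene held both ends. The 125 circRNAs on unplaced scaffolds were kept apart, since these sequences were not annotated here. By this rule, 15491 circRNAs (89.1%) were exonic, 986 (5.67%) were intronic, 777 (4.47%) were intergenic and 125 (0.719%) lay on scaffolds. Both ends fell exactly on exon edges in 14462 circRNAs (83.2%), which was 93.4% of the exonic circRNAs. When 1 end in an exon was enough, 16285 circRNAs (93.7%) were exonic and 192 (1.10%) were intronic.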

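Within single libraries, the exonic share of the circRNAs detected with at least 1 junction read lay between 90.3% and 94.4%. The mean exonic share was 92.8% ± 1.01 (SD, n = 12) in the H group and 93.0% ± 1.13 (SD, n = 12) in the L group, a difference smaller than the spread between boars (two-sided permutation test, p = 0.779). The intronic share averaged 3.41% ± 0.506 (SD, n = 12) in the H group and 3.13% ± 0.587 (SD, n = 12) in the L group (p = 0.216 from the same test). The intergenic share lay between 2.16% and 4.30% in the H group and between 2.19% and 4.61% in the L group (p = 0.747). With 1 end in an exon as the criterion, the exonic share per library was between 93.8% and 96.9%. A minimum of 2 junction reads left these shares as they were, because no value of 1 read occurs among the deposited counts.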

Exonic circRNAs accounted for a very large proportion, from 85.8 to 91.8% of all samples (Fig. 2b). The identified circRNAs were concentrated on chromosomes 1, 3, 6, and 13. 

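Chromosome 1 carried 1943 circRNAs (11.2% of all), chromosome 13 carried 1465 (8.43%), chromosome 6 carried 1384 (7.96%) and chromosome 3 carried 1227 (7.06%). Chromosomes 14 and 2 followed with 1179 and 1093 circRNAs. Relative to chromosome length on Sscrofa11.1, the order was different. Chromosome 12 held 11.9 circRNAs per Mb, chromosome 10 held 9.56, chromosome 3 held 9.24 and chromosome 18 held 8.40. Chromosome 1, which is 274.3 Mb long, held 7.08 circRNAs per Mb and was at rank 10.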

The number of circRNAs on chromosome Y was the lowest. It was noted that 125 circRNAs were derived from mitochondria (Fig. 2c). 

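On chromosome Y, 12 circRNAs were counted over 43.5 Mb, or 0.276 per Mb. Chromosome X had 393 circRNAs and 3.12 per Mb. Among the other chromosomes, the lowest number was 398 circRNAs on chromosome 16, with 4.98 per Mb.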

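No circRNA of the deposited counts lies on a sequence named as mitochondrial. The circRNAs that lie on no numbered or sex chromosome are 125 circRNAs on 16 unplaced scaffolds of the Sscrofa11.1 assembly, which are stretches of nuclear sequence not assigned to a chromosome. They carried 87093 junction reads in the 24 libraries. On 1 of these scaffolds alone, 60 circRNAs were listed.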

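The expression of each circRNA was computed as RPM, here from its junction reads relative to all circRNA junction reads of the library. In each of the 24 libraries, the median RPM was taken over the detected circRNAs of each class. It averaged 331.4 ± 145.7 (SD, n = 24) for exonic, 293.8 ± 152.0 (SD, n = 24) for intronic and 299.7 ± 169.4 (SD, n = 24) for intergenic circRNAs. The exonic median was higher than the intronic median by 37.6 RPM on average and in 21 of 24 libraries (two-sided paired permutation test, p = 1e-04, 0.000300 after Benjamini-Hochberg adjustment over 3 pairs of classes). It was higher than the intergenic median by 31.7 RPM and in 19 libraries (p = 0.0134, adjusted p = 0.0200). The intronic and intergenic medians did not differ, with the intronic higher in 11 libraries (p = 0.581). Both differences are smaller than the spread of the medians between libraries, and they appear because the classes were compared within each library. With the mean of log10 RPM in place of the median, the exonic value was higher than the intronic value by 0.0887 in 24 of 24 libraries and higher than the intergenic value by 0.0801 in 21 libraries (each p = 2e-05, the smallest that these permutations can give). Differences between boars of the H and L groups were not significant for any class (permutation p = 0.149 for exonic, 0.214 for intronic and 0.250 for intergenic circRNAs).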

The expression levels of circRNAs originating from exons, introns and intergenic regions did not show significant changes (Fig. 2d). 

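With the NCBI genes, 16477 circRNAs could be assigned to a host gene that holds both of their ends, and these came from 5176 host genes. The other circRNAs were the intergenic circRNAs and those on scaffolds. Where several genes overlapped, the gene with exons at both ends was taken first.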

A total of 15,860 circRNAs were generated from 4,996 paternal genes. 

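Of the host genes in the NCBI annotation, 2163 (41.8%) had a single circRNA. The median was 2 circRNAs per host gene.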

Among them, 40.89% of paternal genes only produced one circRNA isoform, while other genes could produce multiple circRNA isoforms (Fig. 2e). 

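At least 20 circRNAs were found for 25 host genes. Of the 23 genes that Supplementary Table 1 lists by name, 19 were among them. The named genes with the most circRNAs after SMARCC1 were CHD2 with 40, BRWD1 with 34, MYO9A and ABCB5 with 30 each, PATJ and BIRC6 with 28 each, and IQGAP2 with 27.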

The results showed that 24 genes produced 20 or more circRNA isoforms (Supplementary Table 1). 

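SMARCC1, which encodes a subunit of a chromatin remodelling complex, was the host gene of the largest number of circRNAs, 44. Summed over these circRNAs, its junction reads came to 2365 ± 1065 RPM (SD, n = 12) in the H group and 2595 ± 1205 RPM (SD, n = 12) in the L group. This difference was smaller than the spread between boars (two-sided permutation test, p = 0.637).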

For example, the paternal gene *SMARCC1* could produce 44 circRNA isoforms. Interestingly, the expression of some circRNA isoforms produced by these host genes was very high. 

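Among the circRNAs of the named genes in Supplementary Table 1, the most abundant was a circRNA of UBAP2 on chromosome 10 from 32817449 to 32827084. Its mean was 4260 RPM over all 24 libraries, in each of which it was detected, and it was at rank 8 of all circRNAs. Another UBAP2 circRNA with the same end, from 32800584, had a mean of 1688 RPM at rank 41, and one ending at 32824801 had 986 RPM at rank 108. After UBAP2, with the NCBI host genes, the highest expression belonged to a circRNA of SEC24A (769 RPM, rank 163), of UBR3 (763 RPM, rank 165) and of CHD2 (730 RPM, rank 179). The circRNA that the paper assigns to SLC5A10, with 2668 RPM at rank 22, was higher than these. It is left out of this order because it lies in PRPSAP2 in the NCBI annotation.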

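By mean RPM over the 24 libraries, the most abundant circRNA was that of PTGES3 on chromosome 5 from 22008784 to 22009750, with 10576 ± 2405 RPM (SD, n = 24). It was followed by a circRNA of PRKAR1A on chromosome 12 from 11669306 to 11671052 with 8866 ± 3256 RPM (SD, n = 24) and a circRNA of LRCH1 on chromosome 11 from 20710449 to 20719541 with 6939 ± 2511 RPM (SD, n = 24). All 3 were detected in every library. Of the 30 circRNAs in Table 1, 29 were among the 30 with the highest mean RPM, and the circRNA of CDK13 was at rank 31 with 1999 ± 843 RPM (SD, n = 24). When the mean was taken only over the libraries with reads, 27 of them were among the highest 30. The 30 means kept the same order as the paper's values (Spearman's rho = 1.0 across circRNAs, which are not independent replicates) and were 1.29 to 1.30 times as large, with the junction reads of the library as the denominator of RPM here. Reads were present in all 24 libraries for 21 of the 30 circRNAs, and the fewest libraries, 14, had reads of a circRNA on an unplaced scaffold. The 30 most abundant circRNAs took up 11.2% ± 1.53 (SD, n = 12) of the junction reads in the H group and 11.5% ± 1.18 (SD, n = 12) in the L group (two-sided permutation test, p = 0.662).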

The top 30 most abundant circRNAs are listed in Table 1.

**Fig. 2:**
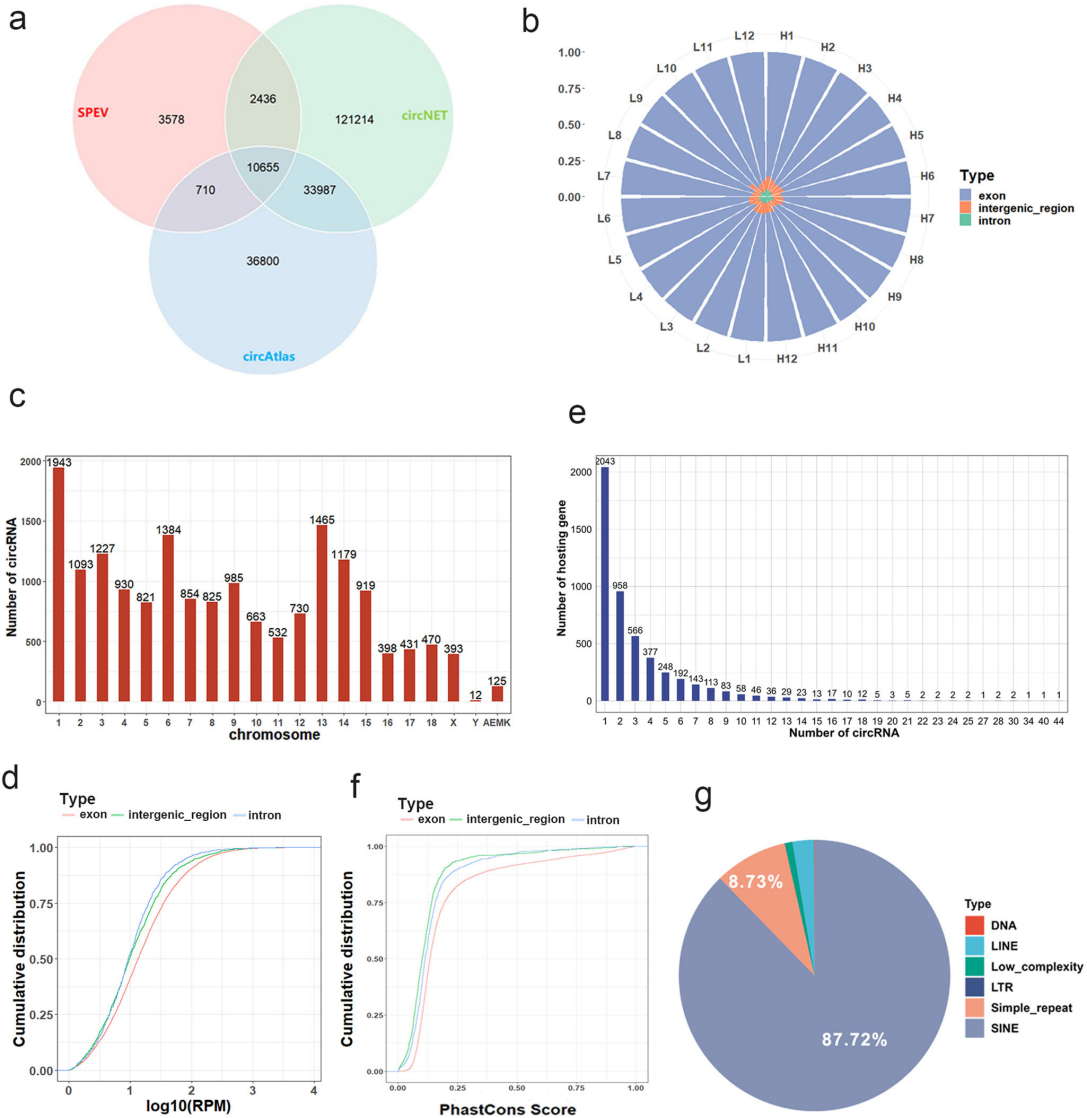
Identification and characterization of circRNAs in SPEVs. **a** Venn diagram of circRNAs identified in the current study and porcine circRNAs contained in the circAtlas and circNET databases. **b** The proportions of exonic circRNAs, intronic circRNAs and intergenic region circRNAs in all samples. H represents high sperm motility group and L represents low sperm motility group. **c** The number of identified circRNAs in each chromosome. **d** Cumulative expression distribution of three different types of circRNAs. **e** Distribution of host genes encoding different numbers of circRNA isoforms. **f** Distribution of conservation scores of different types of circRNA. **g** The reverse complementary matches (RCMs) in the flanking sequences of back-splice junction (BSJ) sites of exonic circRNAs.

**Table 1:** The 30 most expressed circRNAs.

circRNA ID	circRNA type	Host gene	Ensembl ID	Average expression
5:22008784|22009750	Exon	PTGES3	ENSSSCG00000000406	8176.69
12:11669306|11671052	Exon	PRKAR1A	ENSSSCG00000017259	6844.74
11:20710449|20719541	Exon	LRCH1	ENSSSCG00000009408	5352.66
15:77234646|77283482	Exon	TLK1	ENSSSCG00000015944	4653.14
5:2675422|2692132	Exon	TBC1D22A	ENSSSCG00000000955	4044.63
4:67679793|67689219	Exon	CSPP1	ENSSSCG00000006202	3664.47
2:62307779|62313757	Exon	BRD4	ENSSSCG00000022227	3365.23
10:32817449|32827084	Exon	UBAP2	ENSSSCG00000010987	3296.04
17:13008092|13031589	Exon	PSD3	ENSSSCG00000007034	3196.43
11:5503065|5507316	Exon	PAN3	ENSSSCG00000009319	2807.65
17:13008092|13012850	Exon	PSD3	ENSSSCG00000007034	2675.09
15:77126133|77127562	Exon	GORASP2	ENSSSCG00000015943	2663.56
X:115221683|115223307	Intergenic_region	–	–	2511.73
X:43052047|43052598	Exon	GRIPAP1	ENSSSCG00000021106	2376.23
1:217786693|217794582	Intron	GLIS3	ENSSSCG00000005224	2371.04
9:114937099|114951665	Exon	SUCO	ENSSSCG00000015485	2369.61
16:18379579|18387297	Exon	–	ENSSSCG00000031705	2223.63
9:66406846|66409132	Exon	NUCKS1	ENSSSCG00000022398	2203.64
AEMK02000682.1:1036980|1040665	Intergenic_region	–	–	2156.69
11:1455412|1463356	Exon	MICU2	ENSSSCG00000024667	2103.16
1:52134346|52179177	Exon	RIMS1	ENSSSCG00000004280	2088.19
12:60348042|60376920	Exon	SLC5A10	ENSSSCG00000018049	2062.68
7:65198472|65198799	Exon	SNX6	ENSSSCG00000040912	1956.75
5:101790862|101795355	Exon	PAWR	ENSSSCG00000036560	1894.88
18:54260019|54270584	Exon	SUGCT	ENSSSCG00000035581	1886.17
10:8265577|8271193	Exon	RRP15	ENSSSCG00000027846	1879.99
8:87799383|87820356	Exon	ELF2	ENSSSCG00000029920	1829.12
14:40098524|40101523	Exon	BICDL1	ENSSSCG00000009896	1758.25
11:1141224|1141776	Exon	XPO4	ENSSSCG00000009276	1642.82
18:54393586|54404485	Exon	CDK13	ENSSSCG00000016769	1544.60

### Conservation and sequence characterization of circRNAs

A total of 9520 detected circRNAs corresponding to human homologous circRNAs could be found in the circAtlas and circBank databases. Furthermore, 5045 circRNAs showed no nucleotide difference in back-splice junction (BSJ) contexts (±5 nucleotides). Among them, 2195 circRNAs had a higher conservation between pigs and humans, with a PhastScore >0.3 (Supplementary Data 1). In addition, there was no significant difference in the conservative analysis scores of different types of circRNAs (Fig. 2f). We observed many reverse complementary matches (RCMs) in the two introns flanking the BSJ sites of exonic circRNAs. Of note, some repeat sequences extensively existed in the RCM region. In particular, short interspersed nuclear elements (SINEs) and simple_repeat accounted for 87.72% and 8.73% of all identified RCMs, respectively (Fig. 2g and Supplementary Data 2).

### Identification of differentially expressed circRNAs

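Junction read counts of all 17379 circRNAs in the 12 H and 12 L libraries were compared with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, without a filter. A circRNA was called differentially expressed at an unadjusted P value under 0.05 and a fold change of at least 1.5 or at most 0.67, which are the limits of the paper's methods. By these limits, 10517 circRNAs were called, and 10484 of them had an adjusted P value under 0.05 (Benjamini-Hochberg). The number of calls depended on the filter and on the test. With the circRNAs kept by edgeR's filterByExpr, which removes circRNAs with few reads, 3 of 956 circRNAs were called and 0 passed the adjustment. When the real reads of each circRNA were permuted between the 24 libraries, so that no group difference was left, the test without a filter called 10351 of 17379 circRNAs (59.6%), and with filterByExpr it called 3 of 962. Of the permuted circRNAs tested without a filter, 10298 had an adjusted P value under 0.05. The adjusted P values of the unfiltered test therefore do not limit false calls here. An edgeR exact test with common and tagwise dispersions, picked after the values were seen from several edgeR variants tried in search of the paper's number, called 222 circRNAs, of which 0 passed the adjustment, and the smallest adjusted P value was 0.0909. The 222 circRNAs listed as differentially expressed in Supplementary Data 3 were all called by this exact test and by the quasi-likelihood test without a filter. DESeq2 called 205 of them, and the edgeR exact test set in advance called 24.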

A total of 222 DECs were detected between the H and L groups (Supplementary Data 3). 

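Of the 10517 circRNAs called by the quasi-likelihood test without a filter, 6600 (62.8%) were higher in the L group. By the exact test with tagwise dispersions, 185 of the 222 called circRNAs (83.3%) were higher in the L group and 37 were lower. Irrespective of any call, 6576 circRNAs had reads only in L libraries, 3903 only in H libraries and 6900 in both groups. Fisher's exact test on the number of libraries with reads gave an unadjusted two-sided P value under 0.05 for 133 circRNAs, 128 of which were seen in more L than H libraries, and 0 of them passed the adjustment. This test cannot give a P value under 0.05 for a circRNA with reads in 4 or fewer libraries. A detected circRNA had a median of 119.6 ± 53.4 reads (SD, n = 12) in H libraries and 78.4 ± 22.1 reads (SD, n = 12) in L libraries (two-sided permutation test, p = 0.0208).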

Most of the DECs (185 out of 222) showed higher expression in boars in L group (Fig. 3a). 

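The circRNA of the gene ENSSSCG00000011850 lies on chromosome 13 from 134233747 to 134234461, in exons of MUC4 in the NCBI annotation. It had 305 reads in the library of boar L8, 778 reads in that of boar L12 and 0 reads in the other 22 libraries. Its mean was 280.9 ± 714.5 CPM (SD, n = 12), normalized by TMM, in the L group. The log2FC between the L and H groups was 9.51 (standard error 2.14, adjusted p = 0.00435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since the H group had 0 reads, the size of this change is set by the prior count that edgeR adds. The adjusted P value has little weight, because 10298 circRNAs had one under 0.05 with permuted reads. Detection in 0 of 12 H boars and 2 of 12 L boars gave p = 0.478 (Fisher's exact test, two-sided). This is the smallest p that the test can give for reads in 2 libraries, so it could not show a difference. With 1 library left out in turn, its log2FC was between 7.87 and 9.67. The circRNA from 43997828 to 44055338 on chromosome 16 lies in no NCBI gene. It had 271 reads in boar H4, 435 reads in boar H6, 235 reads in boar H11 and 0 reads elsewhere, with a mean of 221.2 ± 421.3 CPM (SD, n = 12) in the H group. Its log2FC was −9.16 (standard error 2.25, adjusted p = 0.00435 from the same test) and was between −9.32 and −8.41 with 1 library left out. Fisher's exact test on detection in 3 of 12 H boars and 0 of 12 L boars gave p = 0.217, the smallest possible for reads in 3 libraries.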

Among these DECs, circ-ENSSSCG00000011850 (13:134233747|134234461) exhibited the highest upregulation (log_2_FC = 9.51) in L group, and circ-16:43997828|44055338 exhibited the lowest downregulation (log_2_FC = −9.16) in L group. 

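The circRNAs of Table 2 had reads in 2 to 9 of the 24 libraries each, and 0 reads in every library of the group in which they were lower. Those lower in the L group were found in 3 to 6 H libraries. Among those higher in the L group, the circRNA of TOP1 on chromosome 17 from 43759621 to 43769684 was detected in 9 L boars with 888 reads in total, and its log2FC was 9.49 (standard error 2.14, p = 9.44e-06 from edgeR's quasi-likelihood test). Fisher's exact test on its detection in 0 of 12 H and 9 of 12 L boars gave p = 0.000337. The circRNA of ERC1 on chromosome 5 from 68310430 to 68321820 was detected in 8 L boars with 817 reads and had a log2FC of 9.30 (standard error 2.19, Fisher's exact test p = 0.00135). The circRNA on chromosome 4 from 118066785 to 118069700, in exons of MFSD14A in the NCBI annotation, was detected in 7 L boars and had a log2FC of 9.10 (Fisher's exact test p = 0.00458). On the side of the H group, the circRNA of DPY19L1 was found in 6 boars (log2FC −8.75, Fisher's exact test p = 0.0137). Those of CEP20 and USP12 were found in 4 each (Fisher's exact test p = 0.0932). Those of LARP1B and AHCTF1 were found in 3 each (Fisher's exact test p = 0.217). These P values are the smallest that the test can give for reads in 4 and in 3 libraries. Beyond Table 2, an intronic circRNA of STX18 on chromosome 8 from 5919976 to 5958222 was among the 5 with the smallest P values of the quasi-likelihood test without a filter, with a log2FC of −9.20 (p = 3.95e-05). It had 1093 reads in boar H1 and 0 reads in the other 23 libraries.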

The top 20 differentially expressed circRNAs are shown in Table 2. 

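Small RNA libraries of SPEVs were sequenced for 12 H and 12 L boars, and the authors deposited raw read counts of 345 mature miRNAs, of which 344 had reads. The libraries held between 4189358 and 9842872 miRNA reads, with a median of 6145560 in the H group and 6485180 in the L group. The number of miRNAs detected was 283 ± 12.8 (SD, n = 12) in the H group and 286 ± 12.9 (SD, n = 12) in the L group (two-sided permutation test, p = 0.562). In the quasi-likelihood test of edgeR on all miRNAs, 36 were called by the limits used for circRNAs, 23 of them higher in the L group, and 15 of the 36 had reads in fewer than 6 libraries. After Benjamini-Hochberg adjustment, 1 miRNA had a P value under 0.05. With DESeq2 in place of edgeR, 16 were called. The test called 18 of the 19 miRNAs named in Fig. 3b, and all 19 had the direction of that figure. The miRNA that passed the adjustment was miR-146a-5p, with a log2FC of 4.68 (standard error 1.02, adjusted p = 0.0317). Its mean was 35.8 ± 20.0 CPM (SD, n = 12) in the H group and 920.0 ± 2367 CPM (SD, n = 12) in the L group. The libraries of boars L12 and L8 held 8078 and 2548 CPM of it, and the highest H library held 78.4 CPM. With boar L12 left out, its log2FC was 2.91. It was 4.52 with library totals in place of TMM and 2.68 with DESeq2. With same-numbered H and L boars treated as pairs, it was 1.10. miR-206 had a log2FC of −2.75 (standard error 0.69, adjusted p = 0.0749), with 3.53 ± 2.11 CPM (SD, n = 12) in the H group and 0.506 ± 0.608 CPM (SD, n = 12) in the L group. It had 256 reads in 12 H libraries and 41 reads in 7 L libraries. The smallest share at 3 reads was between 0.328 and 0.716 CPM in the H group and between 0.305 and 0.645 CPM in the L group. Among the 5 miRNAs with the smallest P values were also miR-551a (log2FC 4.60, adjusted p = 0.128), with reads in 5 libraries, and miR-194a-3p (log2FC −3.95, adjusted p = 0.128), with reads in 5 libraries and 30 reads in total. Of these 30 reads, 24 were in 1 H library. With 1 library left out in turn, the log2FC of miR-551a was between 3.76 and 6.99, and that of miR-194a-3p between −4.67 and −1.53.

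**Figure D2:**
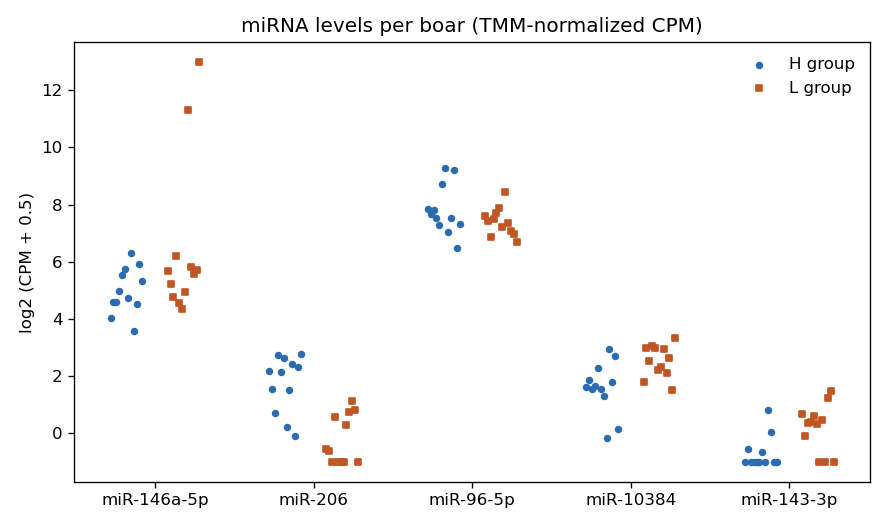
Levels of miR-146a-5p, miR-206, miR-96-5p, miR-10384 and miR-143-3p in each small RNA library as log2 of TMM-normalized CPM plus 0.5, with circles for the 12 H boars and squares for the 12 L boars. For miR-146a-5p, 2 L boars lie far above the rest, at 8078 and 2548 CPM.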

For miRNAs, ssc-miR-146a-5p exhibited the highest upregulation (log_2_FC = 4.62) in L group, and ssc-miR-206 exhibited the lowest downregulation (log_2_FC = −2.74) in L group (Fig. 3b). To further investigate the potential functions of the host genes of the identified DECs, enrichment analysis was conducted by using KOBAS. The enrichment analysis revealed 25 significant GO terms (FDR *P* < 0.05) (Supplementary Table 2) and 19 significant pathways related to the DEC host genes (FDR *P* < 0.1) (Fig. 3c). Pathway analysis revealed that the PI3K-Akt signaling pathway, FoxO signaling pathway, autophagy, prostate cancer, and Wnt signaling pathway were the predominant biological processes represented.

**Fig. 3:**
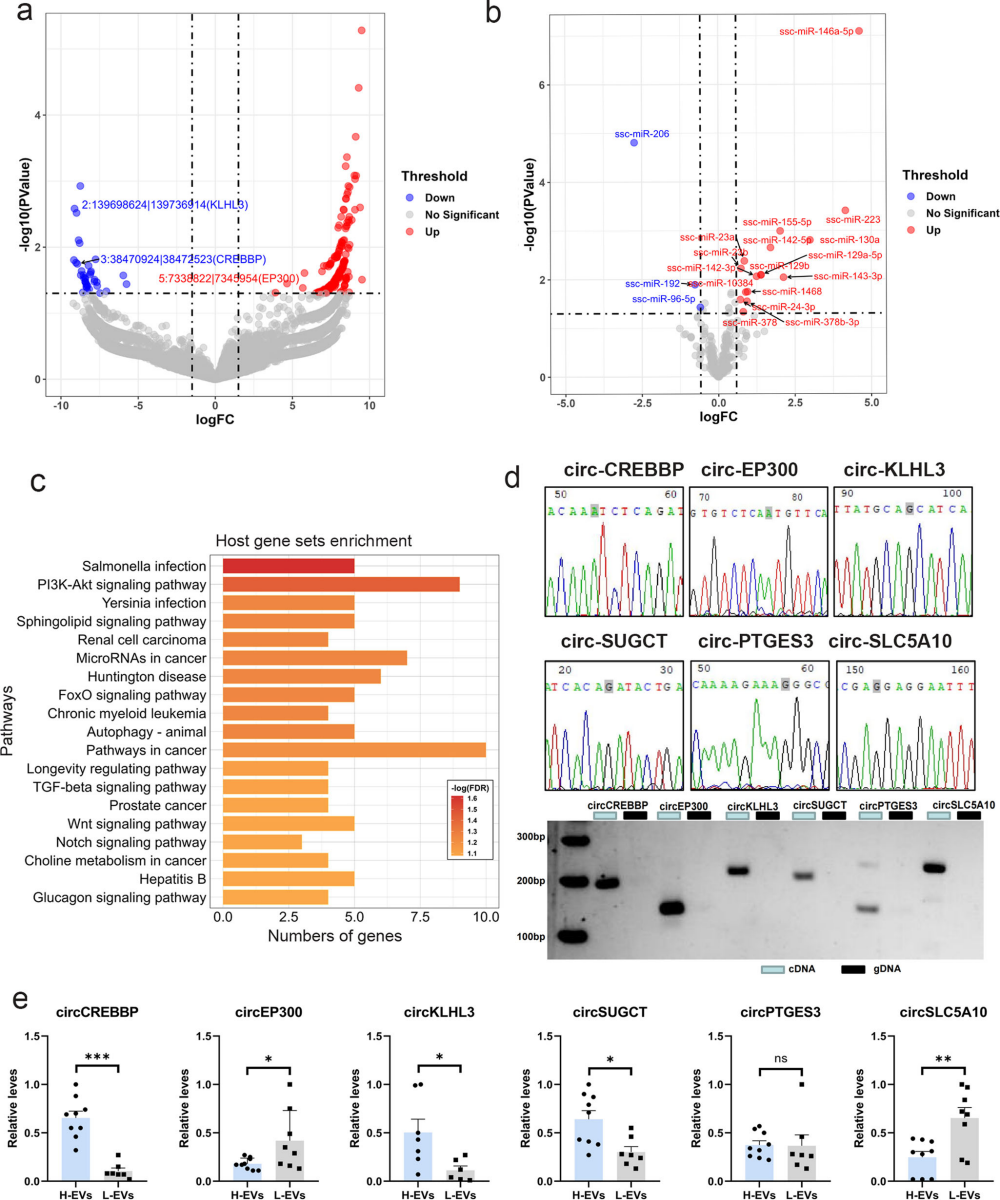
Whole-transcriptome profiles of the H-SPEV and L-SPEV groups. **a** Volcano plot of DECs. Red represents upregulation in the L group, and blue represents upregulation in the H group. **b** Volcano plot of 19 DEMs. Red represents upregulation in the L group, and blue represents upregulation in the H group. **c** KEGG pathway analysis of host genes of DECs. **d** The back-splice junction sites of six circRNAs were validated by qPCR followed by Sanger sequencing. The junction sites of circRNAs are marked in gray. **e** qPCR validation results for six circRNAs in the two groups. Data are presented as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 (Student’s *t* test), *n* = 3 for each group.

**Table 2:** The top 20 differentially expressed circRNAs.

circRNA ID	Host gene	Ensembl ID	LogCPM	LogFC	*P*-value	Regulated
16:43997828|44055338	–	n/a	6.87	−9.16	0.02	Down
2:139698624|139736914	KLHL3	ENSSSCG00000014321	6.83	−9.12	2.61E-03	Down
8:96833216|96845587	LARP1B	ENSSSCG00000034280	6.74	−9.03	0.02	Down
4:2792392|2810920	PTK2	ENSSSCG00000038397	6.71	−8.99	3.03E-03	Down
3:38470924|38472523	CREBBP	ENSSSCG00000007951	6.66	−8.94	0.02	Down
3:6981006|6988833	CEP20	ENSSSCG00000033377	6.58	−8.86	0.01	Down
11:4615097|4652306	USP12	ENSSSCG00000009302	6.52	−8.79	0.01	Down
18:38826704|38843265	DPY19L1	ENSSSCG00000027063	6.48	−8.75	1.19E-03	Down
14:85924102|85930515	–	n/a	6.45	−8.72	0.03	Down
10:15051106|15053287	AHCTF1	ENSSSCG00000010863	6.40	−8.67	0.02	Down
14:54638310|54639066	MTR	ENSSSCG00000010143	6.57	8.85	3.88E-03	Up
6:18553565|18553968	–	ENSSSCG00000025417	6.73	9.02	8.23E-04	Up
5:77014931|77024824	–	ENSSSCG00000000807	6.76	9.05	2.72E-03	Up
15:76579909|76608202	MYO3B	ENSSSCG00000032177	6.77	9.06	9.34E-04	Up
4:118066785|118069700	–	ENSSSCG00000006870	6.81	9.10	2.13E-04	Up
14:71852747|71853159	CCAR1	ENSSSCG00000010243	6.83	9.13	8.28E-04	Up
5:68310430|68321820	ERC1	ENSSSCG00000000755	6.99	9.30	3.88E-05	Up
13:204825458|204826392	MX2	ENSSSCG00000012076	7.08	9.39	2.51E-03	Up
17:43759621|43769684	TOP1	ENSSSCG00000007355	7.17	9.49	5.23E-06	Up
13:134233747|134234461	–	ENSSSCG00000011850	7.20	9.51	0.03	Up

### Experimental validation of SPEV-derived circRNAs

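The 6 circRNAs circ-CREBBP, circ-EP300, circ-KLHL3, circ-SUGCT, circ-PTGES3 and circ-SLC5A10 were placed on Sscrofa11.1 and the annotated exons between their ends were joined. circ-CREBBP lies on chromosome 3 from 38470924 to 38472523 and consists of exons 4 and 5 of CREBBP, with 241 and 114 nt, which gives 355 nt. The sequence across its back-splice junction, with 30 nt on each side, is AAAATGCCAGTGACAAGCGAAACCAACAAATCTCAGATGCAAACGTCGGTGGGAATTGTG. circ-EP300 lies on chromosome 5 and joins exons 10 to 14 of EP300, with 619 nt. circ-KLHL3 lies on chromosome 2 from 139698624 to 139736914 and has 4 exons and 512 nt. circ-SUGCT lies on chromosome 18 from 54260019 to 54270584 and has 5 exons and 384 nt. circ-PTGES3 has 3 exons and 283 nt. circ-SLC5A10 lies on chromosome 12 from 60348042 to 60376920, and its ends match exon edges of PRPSAP2 in the NCBI annotation, where it has 10 exons and 1077 nt.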

To avoid false prediction of circRNAs and verify the sequencing results, six circRNAs (circ-CREBBP, circ-EP300, circ-KLHL3, circ-SUGCT, circ-PTGES3, and circ-SLC5A10) were randomly selected for further validation in H-SPEVs and L-SPEVs. We performed reverse transcription PCR with random primers but did not use the canonical linear sequence of the host gene and successfully detected the back splicing of circRNA in SPEVs. For each candidate circRNA, the expected sizes of gel-extracted bands were obtained, and their correct head-to-tail junction sequences were confirmed by Sanger sequencing (Fig. 3d). Furthermore, the results showed that circ-CREBBP, circ-EP300, circ-KLHL3, circ-SUGCT, and circ-SLC5A10 were significantly differentially expressed between the two groups (Fig. 3e), and the expression trends in the two groups were consistent with the sequencing results.

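In the long RNA libraries of the same groups, circ-CREBBP had 204 reads in boar H1, 537 reads in boar H3, 331 reads in boar H9 and 0 reads in the other 21 libraries. Its mean was 189.3 ± 358.8 CPM (SD, n = 12) in the H group. Adjusted P values of the quasi-likelihood test on all circRNAs have little weight, because 10298 circRNAs had one under 0.05 with reads permuted between libraries. The log2FC of circ-CREBBP was −8.94 (standard error 2.29, adjusted p = 0.00435 from edgeR's quasi-likelihood test on all circRNAs with Benjamini-Hochberg adjustment), and its size is set by the prior count because the L group had 0 reads. It was between −9.10 and −8.18 with 1 library left out in turn and −21.95 with DESeq2. Detection in 3 of 12 H boars and 0 of 12 L boars gave p = 0.217 (Fisher's exact test, two-sided). With reads in 3 libraries, the test cannot give a smaller p, so it does not decide on a difference. In the exact test with tagwise dispersions, its P value was 0.0179 and its adjusted P value 0.763. circ-KLHL3 was detected in 5 H boars with 1070 reads and in 0 L boars (log2FC −9.12, standard error 2.26, Fisher's exact test p = 0.0373). circ-EP300 was detected in 1 H boar with 21 reads and in 7 L boars with 873 reads. Its log2FC was 5.78 (standard error 2.08, adjusted p = 0.00945 from the quasi-likelihood test), and Fisher's exact test gave p = 0.0272. The log2FC of circ-EP300 was between 5.54 and 9.43 with 1 library left out in turn. In the exact test with tagwise dispersions, its P value was 0.0247 and its adjusted P value 0.763. The other 3 circRNAs had reads in nearly all libraries. circ-SUGCT, detected in 12 H and 12 L boars, had a log2FC of 0.29 (standard error 0.69, p = 0.671, adjusted p = 0.815). circ-SLC5A10, detected in 11 H and 12 L boars, had a log2FC of 0.41 (standard error 0.67, p = 0.537). circ-PTGES3, detected in 12 H and 12 L boars, had a log2FC of 0.48 (standard error 0.38, p = 0.200). None of these 3 had a P value under 0.05. With the reads of all circRNAs of a host gene summed, CREBBP with 10 circRNAs reached 775.5 ± 643.4 RPM (SD, n = 12) in the H group and 629.6 ± 376.7 RPM (SD, n = 12) in the L group (two-sided permutation test, p = 0.525). EP300 with 13 circRNAs reached 478.4 ± 471.1 RPM (SD, n = 12) and 868.5 ± 608.9 RPM (SD, n = 12), respectively (p = 0.0930, adjusted p = 0.372 over 8 host genes). PTGES3 with 2 circRNAs reached 9901 ± 2324 RPM (SD, n = 12) and 11596.5 ± 2216 RPM (SD, n = 12), respectively (p = 0.0800, adjusted p = 0.372). From its qPCR results, the paper states that the trends of the 2 groups match those of the sequencing.

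**Figure D3:**
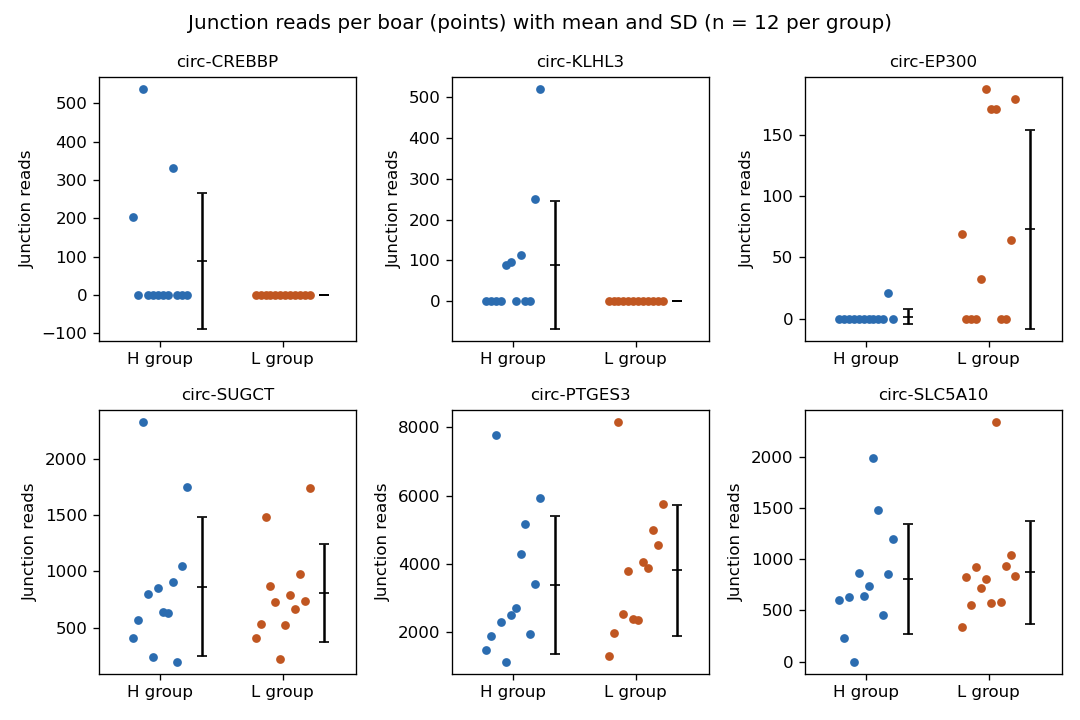
Junction reads per boar (points) of circ-CREBBP, circ-KLHL3, circ-EP300, circ-SUGCT, circ-PTGES3 and circ-SLC5A10 in the H and L groups, with the mean and the SD of the 12 boars of each group as black bars. circ-CREBBP has reads in 3 H boars and circ-KLHL3 in 5 H boars, and neither has reads in the L group.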

### Establishment of the circRNA-miRNA-mRNA network

According to the results of DECs targeting miRNAs and the opposite expression trend of circRNAs and miRNAs, 106 interaction pairs of DECs-DEMs were obtained, including 37 circRNAs and 19 miRNAs (Fig. 4a, b and Supplementary Data 4). 

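In the deposited counts, the 37 circRNAs and 19 miRNAs of these pairs changed in opposite directions in all 106 pairs, as the quasi-likelihood tests on circRNAs and miRNAs gave them. Because the pairs were chosen for opposite trends in the same libraries, this count is set by that choice. Of the 37 circRNAs, 19 were higher in the H group. They had reads in a median of 4 libraries, with a range from 2 to 10, and 0 of the pairs contained a circRNA with reads in 12 or more libraries. None of the 37 passed the adjustment in the exact test with tagwise dispersions, in which all of them had an unadjusted P value under 0.05. Binding energies were not analysed here.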

In particular, we constructed the regulatory networks of circ-CREBBP and circ-EP300, their targeted miRNAs, the target genes of miRNAs and the regulatory pathways (Fig. 4c). The results showed that circ-CREBBP simultaneously targets miR-10384 and miR-143-3p, and circ-EP300 targets miR-96-5p. In addition, we observed that miR-10384 and miR-143-3p target *MCL1*, *CREB1*, and *CREBBP*, which are involved in the PI3K-Akt signaling pathway. Thus, we further detected the expression of miR-10384 and miR-143-3p in SPEVs by quantitative PCR (qPCR) and found that both were significantly differentially expressed in SPEVs of the H group and L group (Fig. 4d).

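The 355 nt of circ-CREBBP were searched for the reverse complement of the seed of each miRNA, positions 2 to 8, across the back-splice junction as well. For miR-10384, the match ACGCAGG was found 1 time, at nt 34 to 40 counted from the first nt after the junction. For miR-143-3p, the match TCATCTC was found 1 time, at nt 269 to 275. The first match lies in the exon part from 38470924 to 38471164 and the other in the part from 38472410 to 38472523 on chromosome 3. Seed matches of miR-96-5p in circ-EP300 were not analysed here. miR-10384 had 223 reads in the 12 H libraries and 460 reads in the 12 L libraries. Its mean was 3.04 ± 1.96 CPM (SD, n = 12) in the H group and 5.65 ± 2.21 CPM (SD, n = 12) in the L group, a log2FC of 0.90 (standard error 0.37, p = 0.0222, adjusted p = 0.301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-143-3p had 14 reads in 4 H boars and 71 reads in 9 L boars, and its log2FC was 2.11 (standard error 0.81, p = 0.0149, adjusted p = 0.280). miR-96-5p was lower in the L group, with a log2FC of −0.59 (standard error 0.28, p = 0.0424, adjusted p = 0.333), and its means were 266.5 ± 178.6 CPM (SD, n = 12) in the H group and 177.2 ± 65.8 CPM (SD, n = 12) in the L group. The paper states that it took these pairs from predicted targets with opposite trends, and it tested the binding of circ-CREBBP in reporter assays.

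**Figure D4:**
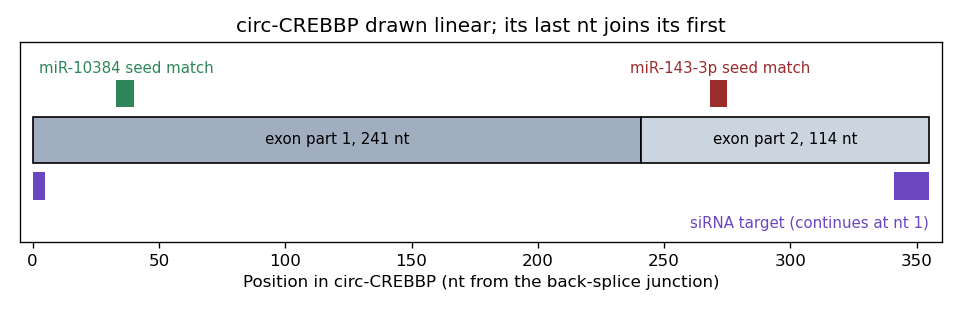
Map of circ-CREBBP drawn as a line of 355 nt, with positions counted in nt from the back-splice junction and its last nt joined to its first. Boxes mark the 2 exon parts of 241 and 114 nt, the seed matches of miR-10384 at nt 34 to 40 and miR-143-3p at nt 269 to 275, and the target of the siRNA, which continues from the end of the line at nt 1.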

**Fig. 4:**
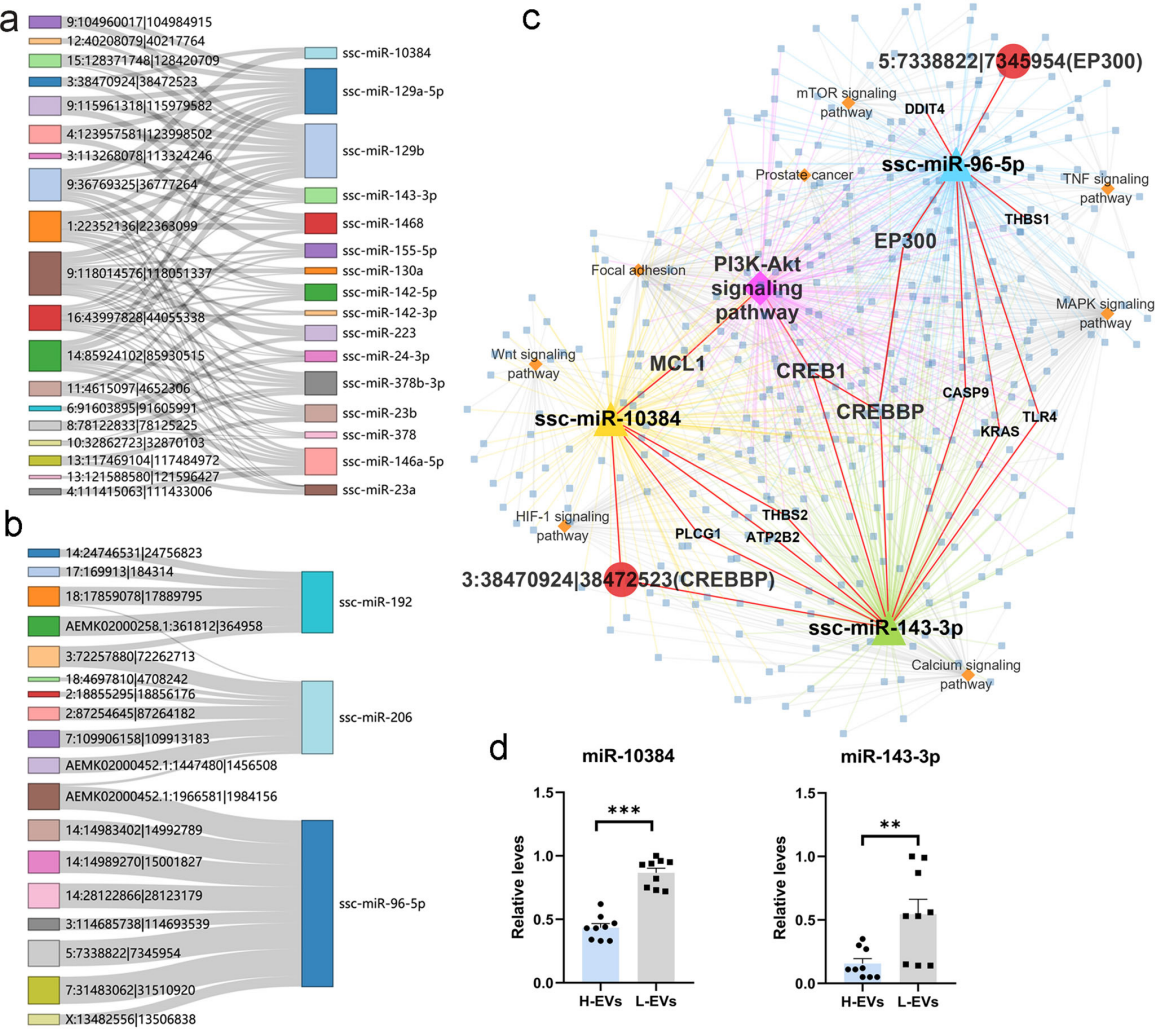
Regulatory networks of DEC-DEM-genes. **a** The regulatory network of upregulated circRNAs and downregulated target miRNAs in H group. **b** The regulatory network of downregulated circRNAs and upregulated target miRNAs in H group. **c** A network of two important circRNAs, their target DEMs, target genes and related pathways. **d** The relative expression of miR-10384 and miR-143-3p in H-SPEVs and L-SPEVs was detected by qPCR. **P ≤ 0.01, ***P ≤ 0.001 (Student’s *t* test), *n* = 3 for each group.

### Circ-CREBBP is resistant to RNase R digestion

Circ-CREBBP is highly conserved in many species, indicating that it may play an important role in sperm function (Fig. 5a). To confirm whether the back-spliced sequences form a circular structure, we performed qPCR for circ-CREBBP in SPEVs treated with RNase R, which specifically degrades linear transcripts but not lariats or circRNAs. Circ-CREBBP was resistant to 0.2 U, 0.4 U, and 1 U RNase R digestion, suggesting that it is a closed-loop structure. In contrast, the corresponding linear cognate (*CREBBP*) and the housekeeping gene (*GAPDH*) were susceptible to exonucleolytic cleavage (Fig. 5b).

**Fig. 5:**
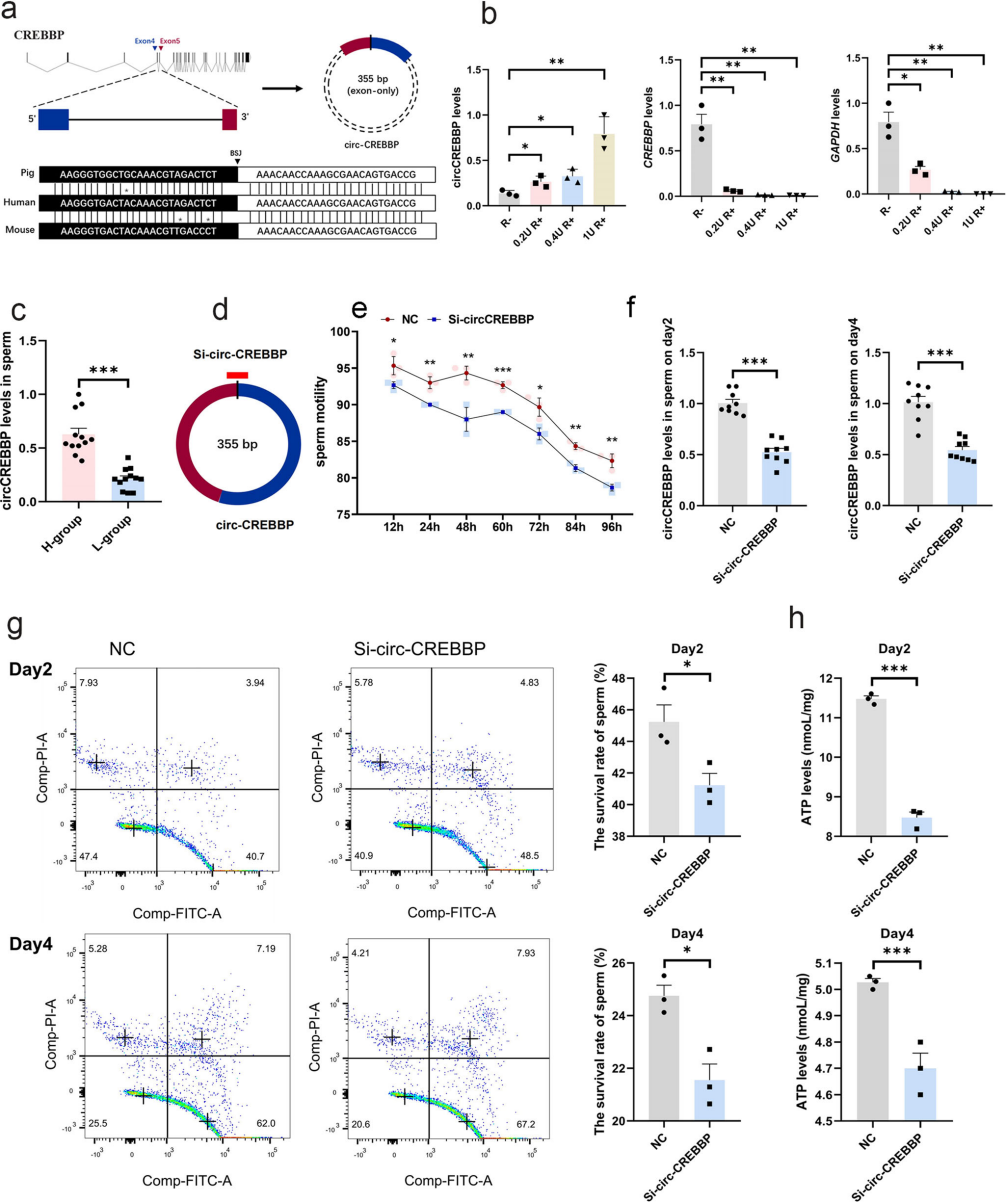
Effect of circ-CREBBP on sperm in vitro. **a** Upper panel: Schematic representation of circ-CREBBP formation. Lower panel: The sequence of circ-CREBBP is conserved in humans and mice. **b** Compared to *CREBBP* mRNA and *GAPDH* mRNA, qPCR revealed that circ-CREBBP was resistant to RNase R. **c** The relative expression levels of circ-CREBBP in sperm of the H group and L group were detected by qPCR. **d** Schematic diagram of Si-circ-CREBBP. **e** The total motility of sperm incubated with EV (NC) and EV electroporated with Si-circ-CREBBP from 12 h to 96 h, respectively. **f** The expression of circ-CREBBP in sperm coincubated with EV (NC) or EV-Si-circ-CREBBP for two days and four days was determined by qPCR. **g** The survival rate in the NC and EV-Si-circ-CREBBP groups for two days and four days, respectively. **h** The cellular ATP levels in sperm coincubated with EV (NC) and EV-Si-circ-CREBBP for two days and four days. (**b**, **c**, **e**, **f**, **h**) All data are presented as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 (ANOVA or Student’s *t* test). (**b**, **e**, **f**, **h**) *n* = 3 for each group; (**c**) *n* = 4 for each group.

### Circ-CREBBP improved sperm motility and inhibited sperm apoptosis

To investigate the biological function of circ-CREBBP in sperm motility, we first detected the expression of circ-CREBBP in sperm of the H group and L group. The results showed that the expression of circ-CREBBP was significantly higher in H group than L group (Fig. 5c), which was consistent with its expression trend in SPEVs. Then, we designed circ-CREBBP siRNAs against the back-spliced sequence of circ-CREBBP (Fig. 5d). H-SPEVs electroporated with circ-CREBBP siRNA were incubated with sperm for 96 hours, and the sperm motility was detected at different time points. The results showed that Si-circ-CREBBP significantly decreased sperm motility compared with the control group from 12 h to 96 h (Fig. 5e). At the same time, we performed a qPCR assay to detect the expression of circ-CREBBP in the sperm of the two groups at 48 h and 96 h. The results showed that circ-CREBBP in sperm incubated with SPEV electroporated with siRNA was successfully silenced (Fig. 5f). These data suggested that low expression of circ-CREBBP in sperm leads to a significant decrease in sperm motility.

To further explore the effect of circ-CREBBP on spermatozoa, the spermatozoa of the Si-circ-CREBBP group and control group were stained with Annexin V-FITC and PI and then analyzed by flow cytometry. The results suggested that the percentage of apoptotic sperm increased significantly in the Si-circ-CREBBP group (Fig. 5g). Compared with the control group, the average percentage of surviving cells in the Si-circ-CREBBP group decreased by 4.00% and 3.20% on day 2 and day 4, respectively. These data showed that the number of apoptotic sperm significantly increased in the Si-circ-CREBBP group (*P* value < 0.05), indicating that circ-CREBBP inhibits sperm apoptosis.

Furthermore, we assessed the levels of ATP in spermatozoa incubated with SPEV electroporated with circ-CREBBP siRNA. We observed that Si-circ-CREBBP induced a decrease in cellular ATP levels. As shown in Fig. 5h, the ATP levels of spermatozoa for 48 h and 96 h in the control group were 11.48 nmol/mg and 5.02 nmol/mg, respectively. In contrast, the ATP levels of spermatozoa treated with Si-circ-CREBBP for 48 h and 96 h decreased to 8.48 nmol/mg and 4.70 nmol/mg, respectively. These results suggested that the levels of ATP in spermatozoa were markedly decreased (*P* value < 0.01) in the Si-circ-CREBBP group, which further confirmed that the number of apoptotic sperm increased after the decrease in circ-CREBBP expression.

### Circ-CREBBP targets miR-10384 and miR-143-3p to downregulate their expression

CircRNAs may act as miRNA sponges for multiple miRNAs. To identify the underlying molecular mechanism by which circ-CREBBP inhibits sperm apoptosis, we searched for the potential miRNA targets of circ-CREBBP using RNAhybrid and miRanda. The results showed that circ-CREBBP contains complementary binding sites with miR-10384 and miR-143-3p (Fig. 6a). Then, the circ-CREBBP luciferase reporter vectors were transfected with miRNA mimics (miR-10384 and miR-143-3p) or inhibitors (miR-10384 and miR-143-3p) into 293 T cells. Luciferase expression effectively decreased upon coexpression of miR-10384 mimic or miR-143-3p mimic with circ-CREBBP-WT (Fig. 6b). To reverse verify the targeting relationship, circ-CREBBP-MUT1, which introduced mutations into the seed sequences of predicted miR-10384 binding sites, and circ-CREBBP-MUT2, which introduced mutations into the seed sequences of predicted miR-143-3p binding sites, were cotransfected with miRNA mimics or inhibitors into 293 T cells. The results showed that both the miRNA mimic and inhibitor had no effect on circ-CREBBP-MUTs (Fig. 6b), indicating that circ-CREBBP could specifically bind miR-10384 and miR-143-3p. Subsequently, the expression of miR-10384 and miR-143-3p was detected in sperm incubated with SPEVs electroporated with Si-circ-CREBBP on day 2 and day 4 using qPCR. The results showed that the expression of miR-10384 and miR-143-3p significantly increased after sperm were incubated with Si-circ-CREBBP (Fig. 6c). These data demonstrated that circ-CREBBP has a strong targeting relationship with miR-10384 and miR-143-3p and regulates their expression.

**Fig. 6:**
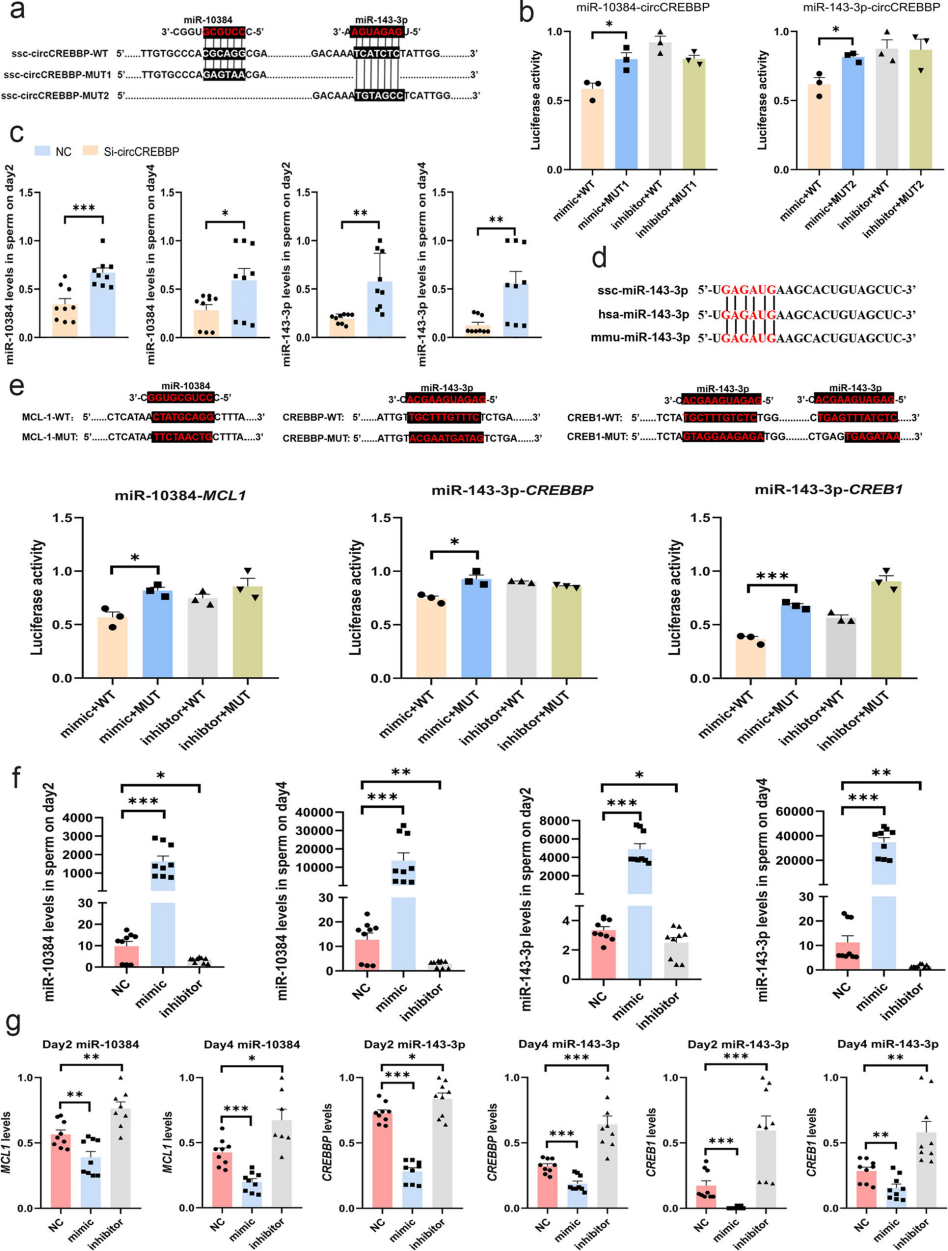
Circ-CREBBP targets miR-10384 and miR-143-3p. **a** The predicted target-binding sites between circ-CREBBP and miR-10384 and miR-143-3p. **b** Luciferase activity assays showed that circ-CREBBP targets miR-10384 and miR-143-3p. **c** The relative expression of miR-10384 and miR-143-3p in sperm coincubated with EV (NC) and Si-circ-CREBBP for two days and four days, respectively. **d** The sequence of miR-143-3p is highly conserved in different species. **e** The target-binding sites between miR-10384 and *MCL1* and between miR-143-3p and *CREBBP* and *CREB1* are shown. Luciferase activity assays showed that miR-10384 targets *MCL1* and miR-143-3p targets *CREBBP* and *CREB1*, respectively. **f** The relative expression of miR-10384 and miR-143-3p in sperm incubated with EV (NC), EV-miRNA mimic and EV-miRNA inhibitor for two days and four days was determined by qPCR. **g** The mRNA expression of *MCL1*, *CREBBP* and *CREB1* in sperm coincubated with EV (NC), EV-miR-10384/EV-miR-143-3p mimic and EV-miR-10384/EV-miR-143-3p inhibitor for two days and four days was determined by qPCR. (**b**, **c**, **e**–**g**) Data are presented as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 (ANOVA or Student’s *t* test), *n* = 3 for each group.

### *MCL1*, *CREBBP*, and *CREB1* are the effectors of miR-10384 and miR-143-3p

According to miRbase, the sequences of miR-143-3p are highly conserved in a variety of species (http://www.mirbase.org/), including pig, human, mouse (Fig. 6d). To further identify downstream effectors of miR-10384 and miR-143-3p, we used RNAhybrid to identify potential target genes of miR-10384 and miR-143-3p. The 3′UTRs of *MCL1*, *CREBBP* and *CREB1* were found to contain a miR-10384 or miR-143-3p target-binding site (Fig. 6e). Then, their 3′UTRs were cloned into luciferase reporter vectors, and the luciferase reporter vectors were cotransfected with miR-10384 and miR-143-3p mimic or inhibitor into 293 T cells. The results showed that luciferase expression effectively decreased upon coexpression of miR-10384 with the *MCL1* 3′UTR and miR-143-3p with the *CREBBP* 3′UTR and *CREB1* 3′UTR (Fig. 6e). Moreover, mutations were introduced into the seed sequences of predicted miR-10384 binding sites and miR-143-3p binding sites. The results showed that the mutations within the *MCL1* 3′UTR abolished the inhibitory effects of miR-10384 on luciferase expression and that the mutations within the *CREBBP* 3′UTR and *CREB1* 3′UTR abolished the inhibitory effects of miR-143-3p on luciferase expression (Fig. 6e).

Moreover, we detected the expression of miR-10384 in sperm incubated with SPEVs electroporated with miR-10384 mimic or inhibitor on day 2 and day 4 using qPCR. The results showed that the miR-10384 mimic or inhibitor was successfully transferred to SPEVs. Compared with the control group (SPEVs without electroporation), the expression of miR-10384 significantly increased in sperm incubated with SPEVs electroporated with miR-10384 mimic and significantly decreased in sperm incubated with SPEVs electroporated with miR-10384 inhibitor (Fig. 6f). Similarly, we also examined the expression of miR-143-3p in sperm incubated with SPEVs electroporated with miR-143-3p mimic or inhibitor. Quantitative PCR analysis suggested that the expression of miR-143-3p was significantly increased in the mimic group (Fig. 6f). Accordingly, we detected the expression of *MCL1* and *CREBBP* in each group. The results showed that the mRNA expression of *MCL1* was significantly increased in sperm incubated with miR-10384 inhibitor on day 2 and day 4 and significantly decreased in sperm incubated with miR-10384 mimic (Fig. 6g). Similarly, the expression levels of *CREBBP* and *CREB1* significantly increased in sperm incubated with miR-143-3p inhibitor on day 2 and day 4 and decreased in the mimic group (Fig. 6g). These results demonstrated that *MCL1*, *CREBBP*, and *CREB1* are directly regulated by miR-10384 and miR-143-3p, respectively.

### MCL1, CREBBP, and CREB1 inhibit sperm apoptosis by regulating the PI3K-Akt signaling pathway

MCL1, an anti-apoptotic member of the BCL2 family, regulates apoptosis by interacting with many other apoptosis regulators. We examined the protein expression of MCL1 in sperm on day 2 and found that the protein expression of MCL1 was markedly decreased in sperm incubated with the miR-10384 mimic (Fig. 7a and Supplementary Fig. 2). Previous studies have shown that the degradation of the MCL1 protein occurs mainly through the ubiquitination pathway. Therefore, we detected the ubiquitination level of MCL1 using immunoprecipitation experiments. The results showed that the ubiquitination level of MCL1 increased in sperm incubated with miR-10384 mimic (Fig. 7a and Supplementary Fig. 2). In contrast, the ubiquitination level of MCL1 in sperm incubated with miR-10384 inhibitor was lower than that in the miR-10384 mimic group and control group. Since MCL1 inhibits cell apoptosis by binding with BAX, we performed co-immunoprecipitation (Co-IP) and immunofluorescence assays to detect the interactions between MCL1 and BAX in sperm. As shown in Fig. 7a (Supplementary Fig. 2), BAX was present in the MCL1 precipitates, and the amount of BAX binding to MCL1 in the miR-10384 mimic group was obviously lower than that in the miR-10384 inhibitor group. The results suggested that the degradation of MCL1 resulted in a decrease in the binding of BAX, a proapoptotic member. We further detected the total expression of BAX in each group. Western blot analysis results showed that the protein expression level of BAX was higher in sperm incubated with miR-10384 mimic than in the miR-10384 inhibitor group (Fig. 7a and Supplementary Fig. 2). Immunofluorescence data indicated that MCL1 and BAX colocalized in the cytoplasm and tails of sperm, which provided new evidence for the interaction of the two proteins (Fig. 7b). Finally, we detected the expression of CASP3 and found that the protein expression of CASP3 increased markedly in the miR-10384 mimic group, suggesting that miR-10384 can promote sperm apoptosis. In contrast, the expression of CASP3 in the inhibitor group was very low.

**Fig. 7:**
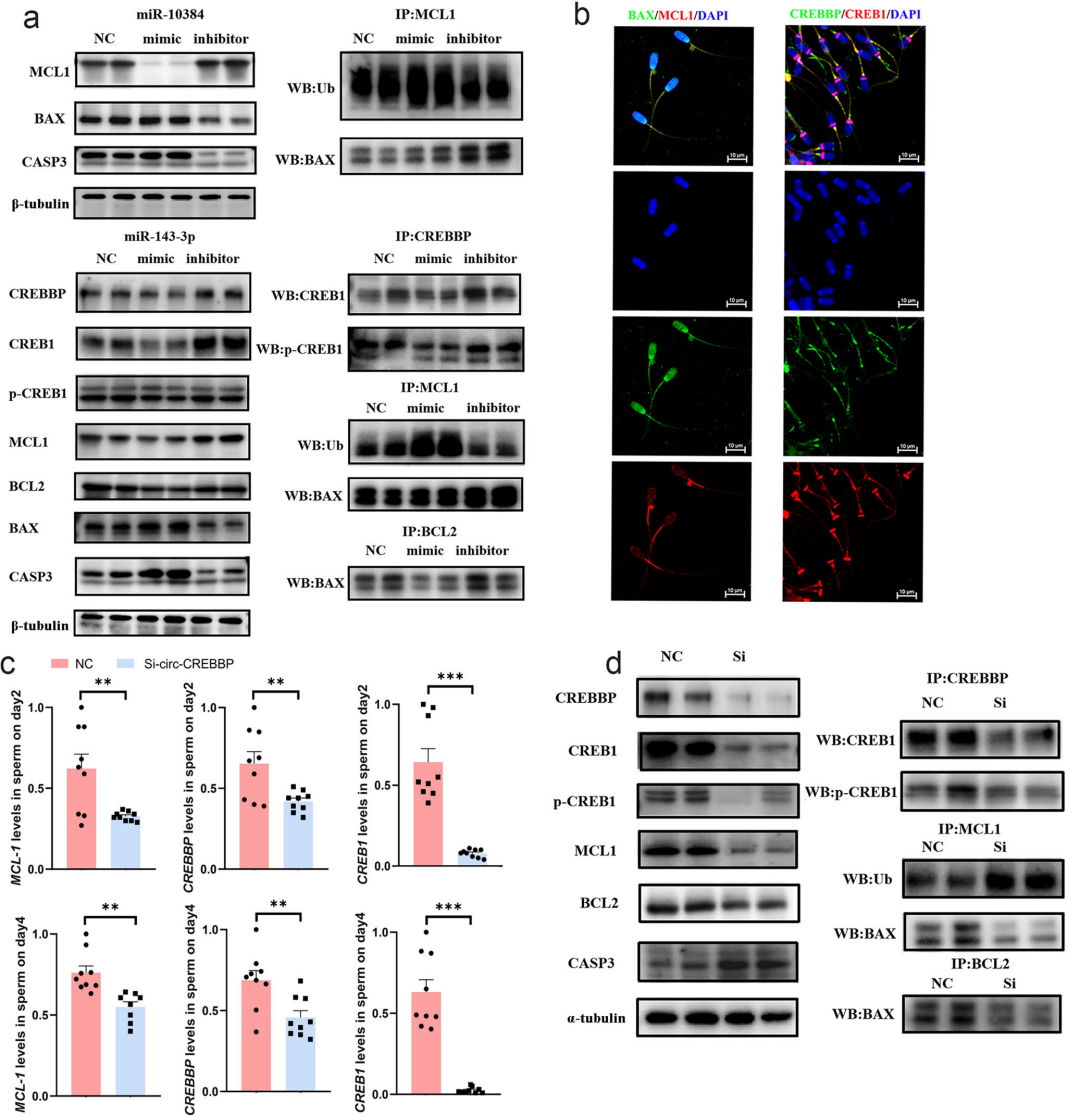
Circ-CREBBP maintains the survival of sperm via the PI3K/Akt pathway. **a** Western blot assays were used to evaluate the total protein levels of PI3K/Akt and apoptosis pathway members MCL1, CREBBP, CREB1, BCL2, BAX, and CASP3, the ubiquitination level of MCL1 and the phosphorylation levels of CREB1 in sperm incubated with EV, EV-miR-10384/EV-miR-143-3p mimic, and EV-miR-10384/EV-miR-143-3p inhibitor. **b** Immunofluorescence data showed that MCL1 and BAX and CREBBP and CREB1 were mainly colocalized in sperm tails. **c** The mRNA expression of *MCL1*, *CREBBP* and *CREB1* in sperm incubated with EV (NC) or Si-circ-CREBBP was detected by qPCR. Data are presented as the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 (Student’s *t* test), *n* = 3 for each group. **d** Western blot assays were used to detect the protein levels of PI3K/Akt and apoptosis pathway members MCL1, CREBBP, CREB1, BCL2, BAX, and CASP3, the phosphorylation levels of CREB1 and the ubiquitination level of MCL1 in sperm incubated with EV (NC) or EV-Si-circ-CREBBP.

Additionally, we demonstrated that miR-143-3p regulated the mRNA expression of *CREBBP* and *CREB1*. We detected the protein expression of CREBBP and CREB1 in sperm on day 2 and found that CREBBP and CREB1 were decreased in sperm incubated with miR-143-3p mimic (Fig. 7a and Supplementary Fig. 3). CREBBP, as a transcription cofactor, can combine with CREB1 to promote BCL2 expression. After activation, CREB1 binds to the promoters of *BCL2* and *MCL1* and activates *BCL2* and *MCL1* expression, protecting cells from undergoing programmed cell death^36^. Therefore, we performed Co-IP assays to detect the interactions between CREBBP and CREB1 in sperm. We observed that CREB1 was present in the CREBBP precipitates, and the amount of CREB1 binding to CREBBP in the miR-143-3p mimic group was lower than that in the miR-143-3p inhibitor group (Fig. 7a and Supplementary Fig. 3). In addition, phosphorylation of CREB1 at Ser-133 was detected by western blot. The results showed that the expression of CREB1 phosphorylation also decreased in the miR-143-3p mimic group (Fig. 7a and Supplementary Fig. 3). Then, we detected the protein expression of MCL1 and BCL2 in different groups. We observed that the expression levels of MCL1 and BCL2 in sperm incubated with miR-143-3p mimic were lower than those in sperm incubated with inhibitor (Fig. 7a and Supplementary Fig. 3). Furthermore, the ubiquitination level of MCL1 in sperm incubated with miR-143-3p inhibitor was obviously lower than that in the miR-143-3p mimic group (Fig. 7a and Supplementary Fig. 3). Moreover, BAX combined with BCL2 was markedly decreased in the miR-143-3p mimic group (Fig. 7a and Supplementary Fig. 3). Immunofluorescence data showed that CREBBP and CREB1 colocalized in the tails of sperm (Fig. 7b). Interestingly, we found that CREB1 was only expressed in the post acrosomal ring of sperm and sperm tails. In particular, CREB1 was highly expressed in the post acrosomal ring of sperm, which is considered to act as a diffusion barrier to segregate important molecules required for fertilization within specific domains. Finally, we detected the expression levels of BAX and CASP3 in each group. The results showed that BAX and CASP3 expression was significantly increased in sperm incubated with miR-143-3p mimic, indicating that high expression of miR-143-3p can promote sperm apoptosis.

### Circ-CREBBP regulates the expression of MCL1, CREBBP, and CREB1

To verify whether circ-CREBBP indirectly regulates the expression of MCL1, CREBBP and CREB1, we detected the mRNA and protein expression of MCL1, CREBBP, and CREB1 in sperm incubated with Si-circ-CREBBP. The results showed that the mRNA expression of MCL1, CREBBP, and CREB1 significantly decreased in sperm with circ-CREBBP knockdown on day 2 and 4, respectively (Fig. 7c). In addition, western blot analysis results showed that CREBBP, CREB1, p-CREB1, and MCL1 markedly decreased in sperm of the Si-circ-CREBBP group (Fig. 7d and Supplementary Fig. 4). Next, we detected the expression of BCL2 and CASP3. The results showed that BCL2 expression was decreased and CASP3 expression was increased in the Si-circ-CREBBP group. In addition, Co-IP assays showed that CREB1 combined with CREBBP was decreased in the Si-circ-CREBBP group, and CREB1 phosphorylation was also decreased in the Si-circ-CREBBP group (Fig. 7d and Supplementary Fig. 4). Furthermore, the ubiquitination level of MCL1 in the Si-circ-CREBBP group was markedly higher than that in the control group (Fig. 7d and Supplementary Fig. 4). We also observed that BAX binding to MCL1 and BCL2 decreased obviously in the Si-circ-CREBBP group (Fig. 7d and Supplementary Fig. 4). The above results suggested that circ-CREBBP indirectly regulated the expression of MCL1, CREBBP, and CERB1 through miR-10384 and miR-143-3p.

## Discussion

Pigs have become an ideal model for human biomedical research because of their high similarity to humans in terms of genome sequences, anatomy and physiology. Human reproductive diseases are becoming increasingly prominent, such as infertility. Sperm motility provides an objective measurement of semen quality. At present, the swine industry is recording the semen quality of each boar used for artificial insemination, including sperm motility and other parameters. Thus, data on boar reproduction can be used to study the molecular basis of semen quality. The research results of pig semen quality can provide valuable information for male reproductive diseases.

Extracellular vesicles widely exist in animal body fluids. In recent years, it has been found that SPEVs play an important role in sperm motility and can affect sperm maturation, capacitation and egg binding. Some studies have shown that it is expected to become a new molecular marker for disease diagnosis (such as prostate cancer, azoospermia, asthenospermia, etc.) and prognosis evaluation. CircRNAs are a class of noncoding RNA molecules without a 5′-end cap and a 3′-end poly(A) tail. It has been reported that circRNAs participate in many important biological functions, such as apoptosis and oxidative stress. Therefore, we comprehensively analyzed circRNAs in SPEVs from boars with high or low sperm motility and studied their function.

In the current study, our data identified a total of 17,379 circRNAs, of which 80% can be found in the database. This result suggested that these circRNAs are relatively conserved and stable in mammals and may play an important role in biological processes. Compared with data previously reported in other tissues of pigs^37^, humans^12^ and rats^38^, circRNAs in SPEVs showed similar characteristics, such as the proportion of exonic, intronic and intergenic circRNAs. Our results showed that circRNAs in the SPEVs were mainly derived from exons, accounting for 84.9%. This result is consistent with a study on human circRNAs^29^. In addition, we found that circRNAs in SPEVs were distributed on all chromosomes, and the number of circRNAs was the highest on chromosome 1^39^. 

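The pig mitochondrial genome in the Sscrofa11.1 reference is 16613 bp long. Of the 125 circRNAs on unplaced scaffolds, 123 have an end at a position beyond this length, and the largest position is 3422683. The largest distance between the ends of such a circRNA was 78623 bp, and 26 of these circRNAs span more than the length of the mitochondrial genome.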

Interestingly, we found 125 circRNAs that were derived from mitochondria for the first time, and these circRNAs may play an important role in sperm motility.

We investigated the functional relevance of SPEV circRNAs under the hypothesis that their function is associated with the host gene. In our study, 24 genes harbored 20 or more circRNA isoforms. Some of these circRNA host genes, such as *KMT2C*^40^, *BRWD1*^41,42^, and *CHD2*^43^, have been implicated in sperm function and male fertility. In addition, some of these host genes have been used as important prostate cancer marker genes, such as *TRIM24*^44^, *UBAP2*^45^, *ULK4*^46^, and *SMARCC1*^47^. Interestingly, we found that circRNAs derived from these host genes in SPEVs were also identified in sperm. For example, *SLC5A10* produced 21 circRNA isoforms. 

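In the NCBI annotation, 0 circRNAs had both ends in SLC5A10, which lies on chromosome 12 from 60281883 to 60332141. PRPSAP2, a neighbouring gene from 60340879 to 60387856 on the same strand, held both ends of 21 circRNAs, the one called circ-SLC5A10 among them. Summed over these 21 circRNAs, the junction reads came to 7333 ± 2518 RPM (SD, n = 12) in the H group and 8034 ± 1802 RPM (SD, n = 12) in the L group (two-sided permutation test, p = 0.440).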

Godia et al. found *SLC5A10* with 5 circRNA isoforms in pig sperm. In addition, *SLC5A10* hosted a circRNA with a significant abundance correlation with sperm motility^48^. The authors also reported that ssc-circ-0345 from *SLC5A10* can regulate miR-423-5p and let-7c, which were altered in patients with oligospermia and severe asthenospermia^48^. Similarly, our results showed that 11 circ-SLC5A10 isoforms can target miR-423-5p.

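The 222 circRNAs called by the exact test with tagwise dispersions had reads in a median of 4 libraries, with a range from 2 to 12, and 26 of them had reads in 6 or more libraries. Of the 222, 181 had 0 reads in every H library, 35 had 0 reads in every L library and 6 had reads in both groups. Among the 185 circRNAs higher in the L group, 146 had reads in the library of boar L12, 107 in that of L11, 92 in that of L8 and 87 in that of L3. Among the 12 L libraries, the lowest number was 31, in the library of boar L7. Of the 222 circRNAs, 66 had an unadjusted P value under 0.05 in Fisher's exact test on detection. For reads in 4 libraries, the smallest P value of this test is 0.0932, so circRNAs with reads in 4 or fewer libraries could not pass. Each of the 26 circRNAs with reads in at least 6 libraries was also called when the quasi-likelihood test was limited to the 2793 circRNAs with reads in 6 or more libraries.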

In the current study, a total of 222 differentially expressed circRNAs were identified, most of them were more highly expressed in the low sperm motility group. We performed enrichment analysis of the host genes of DECs and found that many genes were related to sperm motility, such as *CREBBP*, *EP300*, *PTK2*, etc. CREBBP may play a role in azoospermia^49^. 

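Among the circRNAs with a lower level in the L group, the circRNA of PTK2 on chromosome 4 from 2792392 to 2810920 had a log2FC of −8.99 (standard error 2.28, adjusted p = 0.00435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 833 reads in 5 H boars, up to 334 reads in boar H4, and 0 reads in the L group (Fisher's exact test, two-sided, p = 0.0373). It was followed by circ-CREBBP. By log2FC, the circRNAs of Table 2 on the side of the H group were led by the circRNA on chromosome 16 from 43997828 to 44055338, circ-KLHL3 and the circRNA of LARP1B, the last with a log2FC of −9.03. By size in either direction, the circRNAs of TOP1 and MX2, both higher in the L group, had larger log2FC values than that of PTK2, and the value for MX2 was 9.39. Each of these 3 had 0 reads in 1 group, so edgeR's prior count sets the size. The standard errors of 2.14 to 2.28 follow from the test against no change. They do not measure the spread of sizes set by the prior count, and the order of the 3 is not resolved. The adjusted P value of the PTK2 circRNA has little weight, because 10298 circRNAs had one under 0.05 with permuted reads.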

In the current study, two circRNAs derived from *PTK2* and *CREBBP* belonged to the top 5 circRNAs with the largest differential expression between groups. A recent study showed that *PTK2* hosted a circRNA with a significant abundance correlation with sperm motility^48^. In our study, we found that circ-PTK2 was highly expressed in SPEVs of boars with low sperm motility. It has been reported that the expression of circ-PTK2 is increased in colorectal cancer tissues and is positively correlated with tumor growth, metastasis, and poor survival rates^50^.

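The deposited counts list 13 circRNAs of PTK2. Another PTK2 circRNA of Supplementary Data 3 was higher in the L group, with 367 reads in 4 L boars, 0 reads in the H group and a log2FC of 8.25 (standard error 2.38, adjusted p = 0.00435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its detection gave p = 0.0932 (Fisher's exact test, two-sided), the smallest value possible for reads in 4 libraries, so the test could not show a difference. Its adjusted P value has little weight, because 10298 circRNAs had one under 0.05 with permuted reads. The PTK2 circRNA from 2802046 to 2810920 had the most reads, with a mean of 264.8 RPM over the H group, where 7 boars had reads, and 600.3 RPM over the L group, where 10 boars had reads. The reads of all 13 circRNAs summed came to 781.6 ± 883.2 RPM (SD, n = 12) in the H group and 1084 ± 669.6 RPM (SD, n = 12) in the L group (two-sided permutation test, p = 0.353).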

In our previous studies, we explored differentially expressed miRNAs associated with sperm motility in SPEVs^24,25^. Some important DEMs were identified again, such as ssc-miR-223, ssc-miR-23a, ssc-miR-23b, ssc-miR-24-3p, ssc-miR-378, and ssc-miR-155-5p. 

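miR-223 had a log2FC of 4.22 between the L and H groups (standard error 1.23, p = 0.00186, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was detected in 9 H and 8 L boars. miR-155-5p had a log2FC of 2.07 (standard error 0.70, adjusted p = 0.251), which was between 0.70 and 2.20 with 1 library left out in turn. miR-24-3p had a log2FC of 0.74 (standard error 0.32, p = 0.0296). miR-23a and miR-23b had log2FC values of 0.87 and 0.76 and are uncertain as separate results, because their sequences are nearly identical and the counting can split reads between them. miR-129a-5p and miR-129b had the same total counts in both groups, with a log2FC of 1.43. miR-378 had a log2FC of 0.84 (standard error 0.42, p = 0.0546) and was not called. With 1 library left out in turn, the log2FC was between 0.37 and 0.82 for miR-24-3p and between 0.46 and 0.93 for miR-23a. It was between 0.39 and 0.81 for miR-23b and between 0.31 and 1.06 for miR-378. miR-142-5p, miR-142-3p and miR-130a, which Fig. 3b names as well, had log2FC values of 1.75, 1.28 and 3.05, which were between 0.93 and 1.85, between 0.20 and 1.38, and between 2.23 and 3.27 with 1 library left out. In the L group, the highest level of miR-223 was 469.2 CPM against a mean of 83.1 ± 178.7 CPM (SD, n = 12), and that of miR-155-5p was 750.1 CPM against a mean of 98.5 ± 216.3 CPM (SD, n = 12).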

To elucidate the functional relevance of circRNAs as miRNA sponges, we established a DECs-DEMs interaction network and found that 37 circRNAs and 19 miRNAs have ceRNA relationships. Remarkably, circ-CREBBP and circ-EP300 were linked to ssc-miR-10384, ssc-miR-143-3p, and ssc-miR-96-5p. 

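The counts behind these links differ widely in depth. circ-CREBBP had 1072 reads in total and circ-EP300 had 894, each in few boars. miR-143-3p was detected in 13 of the 24 small RNA libraries, with at most 18 reads in a library, and its levels of 0.175 ± 0.372 CPM (SD, n = 12) in the H group and 0.822 ± 0.700 CPM (SD, n = 12) in the L group lay close to the smallest share those libraries can show. miR-10384 and miR-96-5p were detected in all 24 small RNA libraries. With 1 library left out in turn, the log2FC of miR-10384 was between 0.72 and 1.03, that of miR-143-3p between 1.82 and 2.94 and that of miR-96-5p between −0.78 and −0.40.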

CREBBP is highly expressed in spermatogonia and early spermatocytes and plays an important role in regulating sperm energy metabolism^51^. In addition, it has been reported that p300 plays an essential role in the cellular processes of growth and differentiation^52^. Bao et al. found that p300 is recruited through ACT to activate the testis-specific transcription factor CREM in the early stage of haploid spermatids^53^. Boussouar et al. found that a specific CREBBP/p300-dependent gene expression program drives metabolic remodeling in late stages of spermatogenesis^51^. In addition, CREBBP/p300 proteins have been found to be expressed in Sertoli cells, which are responsible for the maintenance of spermatogenesis in adults. In addition, transferrin is one of the main secretory products expressed by differentiated Sertoli cells. CREBBP/p300 has been found to be involved in regulating the activation of the transferrin promoter^54^. Furthermore, a large amount of evidence has shown that CREBBP/p300 functions as an interactor with CREB1^54,55^.

To understand the effect of circ-CREBBP on sperm motility and function, spermatozoa were incubated with SPEVs electroporated with Si-circ-CREBBP. We observed that sperm motility significantly decreased and the percentage of apoptotic sperm significantly increased. At the same time, the levels of ATP in spermatozoa incubated with SPEV electroporated with circ-CREBBP siRNA were also decreased. These data suggested that circ-CREBBP plays an important role in maintaining sperm motility and inhibiting sperm apoptosis. We verified that circ-CREBBP targeted miR-10384 and miR-143-3p and indirectly regulated the mRNA and protein expression of MCL1, CREBBP, and CREB1. MCL1 is an antiapoptotic member of the BCL-2 family. Overexpression of MCL1 delays apoptosis induced by c-Myc overexpression and other cytotoxic drugs^56,57^. Our results showed that the MCL1 level was significantly decreased in sperm with Si-circ-CREBBP. In addition, MCL1 is induced by CREB^58^, a transcription factor that regulates cell proliferation, survival and differentiation^59^. CREB can promote B-cell survival via its induction of MCL1^60^. Inhibition of CREB expression resulted in decreases in both MCL1 levels and viability^60^. In this study, our results suggested that the expression level of CREB1 was also significantly reduced in sperm with Si-circ-CREBBP. Moreover, CREB1 has been reported to activate target gene expression by promoting the recruitment of CREBBP^61^. Parker et al. reported that phosphorylation of CREB at Ser-133 induces complex formation with CREB-binding protein via a direct mechanism^62^. Upon phosphorylation at Ser 133, p-CREB1 can activate transcriptional regulation through its interaction with CREBBP/p300^55^. Therefore, we detected the expression of CREB1 phosphorylation in each group and found that pCREB1 also decreased in the miR-143-3p mimic group and Si-circ-CREBBP group. Similarly, activated CREB can also bind to the BCL2 promoter^36^. Our results showed that BCL2 expression was significantly decreased in sperm of the Si-circ-CREBBP group. Likewise, the CREBBP expression level was significantly decreased in sperm of the Si-circ-CREBBP group. It has been reported that MCL1 and BCL2 inhibit apoptosis by binding with BAX^63,64^. Thus, we detected the amount of BAX binding to MCL1 and BCL2 in each group. The results showed that BAX expression significantly decreased in the Si-circ-CREBBP group. Consistent with these findings, the expression level of CASP3 was significantly increased in sperm with Si-circ-CREBBP, which promoted sperm apoptosis (Fig. 8). Moreover, the immunofluorescence results demonstrated that both MCL1/BAX and CREBBP/CREB1 were mainly colocalized in the tail of sperm cells. Therefore, the changes in the expression of these genes may directly affect the sperm motility.

**Fig. 8:**
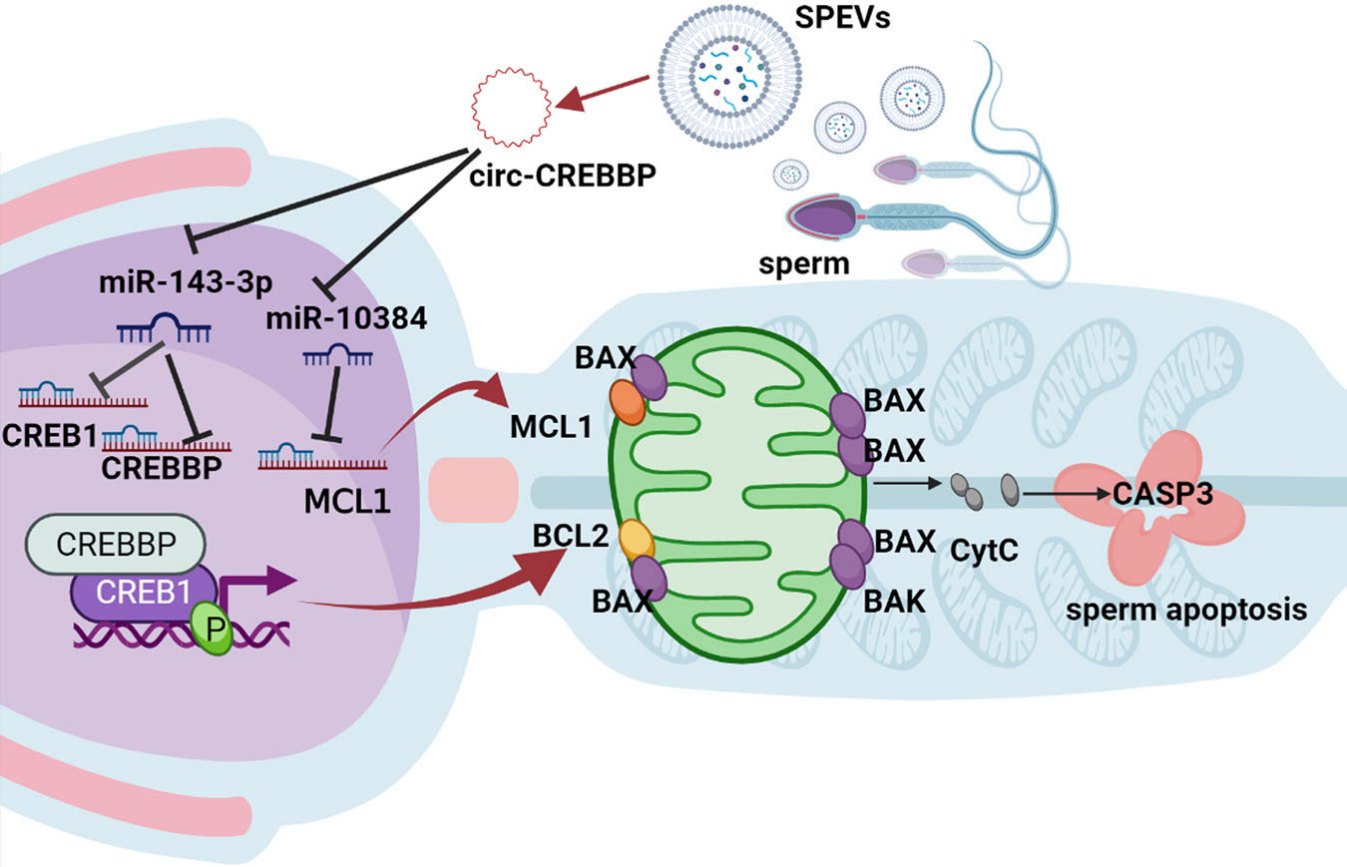
Schematic diagram of pathways by which circ-CREBBP regulates motility and apoptosis of porcine sperm. The graphic was created with BioRender.com.

In conclusion, our study is the first time to characterize the circRNAs present in boar SPEVs. We provided a comprehensive view of SPEVs circRNAs related to sperm motility and demonstrated that circ-CREBBP significantly increased sperm motility. In addition, circ-CREBBP targeted miR-10384 and miR-143-3p and inhibited sperm apoptosis by enhancing the expression of CREB1, CREBBP, MCL1, and BCL2 and reducing the expression of the proapoptotic factors BAX and CASP3. The clarification of the function of circ-CREBBP helps us to further understand the molecular mechanisms by which EVs affect sperm motility. Our study suggests that circ-CREBBP may be a promising biomarker and therapeutic target for male reproductive diseases.

## Methods

### Ethics statements

All protocols for the collection of semen samples were reviewed and approved by the Committees for Ethical Review of China Agricultural University.

### Animals

Using a computer-assisted sperm analysis (CASA) system (IVOS II, France), the sperm motility phenotype of 230 large white boars from a national boar station were collected. Twelve large white boars with high sperm motility and twelve large white boars with low sperm motility were selected for SPEV extraction. All the individuals were sexually mature, aged between 14 and 36 months old (Supplementary Table 3).

### Sample collection and Isolation of SPEVs

Specialized professionals obtained the sperm-rich fractions of the ejaculate sample from each boar by the gloved hand method, and these samples were immediately assessed for sperm motility on a CASA instrument (IVOS II, France). SPEVs were isolated by ultracentrifugation method (EV-TRACK ID: EV200103)^24^. Thirty-five milliliters of semen plasma for each sample were used for EV isolation. Briefly, the cellular debris and impurity were removed by centrifuging at 10,000 × *g* for 30 min at 4 °C and 12,000 × *g* for 60 min at 4 °C. SPEVs were isolated by twice ultracentrifugation at 12,0000 × *g* and 4 °C (Beckman, USA) and purified by 0.22 µm filters (Millipore, USA).

### Characterization of SPEVs

Follow previous study, the morphology of SPEVs was observed by Transmission Electron Microscopy (TEM) and the size of SPEVs was detected by Nanoparticle Tracking Analysis (NTA). Furthermore, western blotting analysis of Calnexin (10,427–2-AP, Promega, Madison, WI), a negative marker of EVs, and EV markers protein such as anti-Alix (sc-53540, Santa Cruz, CA, USA), anti-Tsg101 (14497-1-AP, Proteintech), anti-CD9 (20597-1-AP, Proteintech), anti-CD81 (66866-1-AP, Proteintech) was used.

### RNA extraction and deep RNA sequencing

SPEVs total RNA were isolated by using a miRNAeasy Mini Kit (Qiagen, Germany) according to the instructions. RNA quality, concentration and integrity were verified through 1% agarose gel electrophoresis and Agilent biological analyzer 2100 system (Agilent Technologies, CA, USA). Whole transcriptome sequencing was performed to gain insight into the types of RNAs in SPEVs, including miRNAs, mRNAs and circRNAs. Small RNA and long RNA libraries were established. Long RNA libraries were generated using the SMARTer Stranded Total RNA-Seq Kit (Takara Bio Inc.) according to the manufacturer’s instructions, and the index code was added to the attribute sequences of each sample. Small RNA sequencing libraries were generated using a QIAseq miRNA Library Kit (Qiagen, Frederick, MD) following the manufacturer’s recommendations, and the index code was added to the attribute sequence of each sample. The quality of the sequencing library was evaluated on an Agilent Analyzer 2100 and qPCR. A Truseq PE cluster kit v3 CBOT HS (Illumina, San Diego, CA, USA) was used to cluster index coding samples on the acbot cluster generation system. Finally, the library of each sample was sequenced on an Illumina HiSeq platform to generate paired-end reads.

Sperm RNA was extracted using TRIzol™ Reagent (Invitrogen, United States). The sperm sample were lysed with TRIzol for 15 min at room temperature. The samples were added with chloroform and centrifuged at 4 °C for 15 min at 12,000 rpm. Then, the top layer of clear liquid was added to an equal volume of isopropanol and centrifuged. The precipitate was washed with 75% alcohol and acryl carrier and then centrifuged. RNase-free water was added to dissolve the precipitate prior to storage at −80 °C. The RNA quality, concentration and integrity were verified through 1% agarose gel electrophoresis and Nanodrop 2000.

### CircRNA detection and annotation

CircRNAs were identified by find_circ^29^ and CIRI2^65^ software. The overlapping results of two software were considered candidate identified circRNAs. Candidate circRNAs that contained at least 2 back-splice junction reads were filtered. Compared the location of reference genome genes, detected circRNAs were divided into three categories: exonic, intronic and intergenic regions. The relative expression abundance of each circRNA was estimated by RPM: Normalized expression = (mapped reads)/(total reads) × 1,000,000^66^.

### CircRNA conservation and sequence feature analysis

In brief, sequences of back-spliced exons were extracted, and identified homologous locations between humans (hg38 genome) and pigs (Sscrofa11.1 genome) by LiftOver tool. In addition, a human- and pig-expressed circRNA identified in pig/human orthologous locus without nucleotide difference in back-splice junction (BSJ) contexts (±5 nucleotides) was suggested as a conserved circRNA^67^. Then, PhastScore software was used to score the homologous regions identified between humans and pigs, and a score greater than 0.3 was considered more conservative. For identification of reverse complementary matches (RCMs), we aligned two intronic sequences flanking the same exonic circRNA using Basic Local Alignment Search Tool (BLAST). The flank introns of an exonic circRNA were input as the query sequence and subject sequence, respectively. For each intron pair, several alignments were obtained, and the alignment with the lowest e-value and the highest bitscore was regarded as reverse complementary matches (RCMs). Then, bedtools software with ‘intersect’ was applied to compare the RCM genomic locations with those of pig repeat elements downloaded from UCSC (http://hgdownload.cse.ucsc.edu/goldenPath/susScr11/database/rmsk.txt.gz).

### Identification of miRNAs

Details of miRNA identification are described in our previous study^25^. First, we used cutadapt software to trim adapter sequences of 3′ reads and then kept sequences with lengths between 18 and 32 nt after trimming^68^. To filter ncRNAs, such as rRNA, tRNA, snRNA and snoRNA, as well as repeated sequences, Bowtie was used to align clean data to the Silva^69^, GtRNAdb^70^, Rfam^71^, and Repbase databases^72^. Then, the filtered sequences were further identified miRNAs through miRDeep2^73^ according to the following steps: (1) alignment to the pig reference genome (ftp://ftp.ensembl.org/pub/release-97/fasta/sus_scrofa) with no mismatch; (2) alignment to known mature and precursor miRNA sequences downloaded from the miRbase database (v21) (http://www.mirbase.org/).

### Differential expression analysis and functional enrichment analysis

Differentially expressed circRNAs (DECs) between the high sperm motility group and the low sperm motility group were identified by the edgeR R package (v3.30.3) based on junction read counts. CircRNAs with a *P* value < 0.05 and fold change (FC) ≥ 1.5 or ≤0.67 were considered DECs. We identified differentially expressed miRNAs (DEMs) through the same screening criteria using edgeR R package (v3.30.3). Gene ontology (GO) enrichment and KEGG pathway analysis for host genes of DECs and target genes of DEMs were established by the KOBAS website (http://kobas.cbi.pku.edu.cn/).

### ceRNA Network Construction

Combined with the binding relationship between the identified DECs and DEMs, DEMs and target genes, a ceRNA network was constructed to reveal their potential interactions in porcine SPEVs. The DEM binding sites of DECs were predicted using miRanda software with criteria of score ≥ 150 and free energy ≤−7, and the results of RNAhybrid were combined with energy <−7 and the binding region in the seed region (2-8 nt) of miRNA. We further filtered the expression trends of DECs and DEMs and maintained the opposite expression trend of DECs and DEMs. Target genes of DEMs were predicted by miRanda and RNAhybrid software with energy <−20. The ceRNA networks related to DECs were constructed and visualized using Cytoscape software v.3.5.0.

### Real-time quantitative PCR

Total RNA was extracted from spermatozoa using TRIzol™ Reagent (Invitrogen, United States) according to the manufacturer’s instructions. For qPCR of mRNA, 500 ng RNA was directly reverse transcribed using PrimeScript™ RT reagent Kit with gDNA Eraser (Takara Biotechnology, China). For qPCR of circRNA, 500 ng RNA was directly reverse transcribed using PrimeScript™ RT Master Mix (Takara Biotechnology, China) containing random and oligo (dT) primers. For qPCR of miRNA, 500 ng RNA was directly reverse transcribed using PrimeScript™ RT Master Mix (Takara Biotechnology, China) containing corresponding stem-loop primers. Quantitative PCR was then conducted on a CFX96 qPCR system (BioRad, USA) with TB^®^ Green Master Mix (Takara Biotechnology, China) according to the manufacturer’s instructions. The expression of miRNAs was standardized with U6, and the expression of mRNAs and circRNAs was standardized with glyceraldehyde phosphate dehydrogenase (*GAPDH*) and actin beta (*ACTB*), respectively. All primers used for qPCR are listed in Supplementary Table 4.

### Validation of the circular structure of circRNA

Total RNA was extracted from SPEVs using a miRNAeasy Mini Kit (Qiagen, Germany). Then, RNase R treatment was carried out for 15 min at 37 °C using 0 U, 0.2 U, 0.4 U, and 1 U of RNase R (Lucigen, US), respectively. The treated 500 ng RNA was directly reverse transcribed using PrimeScript™ RT Master Mix (Takara Biotechnology, China), and qPCRs were conducted using TB^®^ Green Master Mix (Takara Biotechnology, China) according to the manufacturer’s instructions.

### Luciferase reporter assay

The wild-type gene of circ-CREBBP was amplified by PCR with a forward primer containing a SacI site and a reverse primer containing a XbaI site using PrimeSTAR polymerase (Takara Biotechnology, China) (Supplementary Table 5) and purified with a TIANgel Midi Purification Kit (Tiangen, China). The products were linked to the pmirGLO double luciferase reporter vector. The constructs were validated by sequencing. The mutation primers were designed to change the seed sequences of miRNA-gene binding sites to created Mutant vectors (Supplementary Table 5). The resulting reporter vectors are termed circ-CREBBP-WT, circ-CREBBP-MUT1 and circ-CREBBP-MUT2. According to the same method above, we constructed another six vectors: MCL1-WT and MCL1-MUT, CREB1-WT, CREB1-MUT, CREBBP-WT, and CREBBP-MUT. The recombinant plasmid was cotransfected with the miR-10384 mimic or inhibitor and miR-143-3p mimic or inhibitor into 293 T cells using Lipofectamine 2000 (Invitrogen, USA). After 48 hours of transfection, luciferase activity was detected using the Dual Luciferase Reporter Assay System (Promega, USA) by an enzyme labeling instrument (Tecan, Switzerland).

### SPEV electrotransfection and coincubation experiment

To investigate the function of circ-CREBBP, miR-10384 and miR-143-3p in SPEVs on sperm motility, we coincubated sperm cells with electroporated SPEVs. SPEVs were electroporated with Si-circRNA, miRNA mimic or miRNA inhibitor using a Gene Pulser Xcell electroporator (Bio–Rad, USA) with the “exponential” protocol (250 V, 100 µF, R = ∞, cuvette size = 4 mm)^74^. The SPEVs were electroporated with the miR-10384 mimic (sense: 5′- CCCUG CGUGG CUUCU CUGUG CA -3′; antisense: 5′- CACAG AGAAG CCACG CAGGG UU -3′) or the miR-10384 inhibitor (sense: 5′- UGCAC AGAGA AGCCA CGCAG GG- 3′). The SPEVs were electroporated with the miR-143-3p mimic (sense: 5′-UGAGA UGAAG CACUG UAGCU C-3′; antisense: 5′-GCUAC AGUGC UUCAU CUCAU U-3′) or the miR-143-3p inhibitor (sense: 5′- GAGCU ACAGU GCUUC AUCUC A -3′). In addition, the SPEVs were electroporated with Si-circ-CREBBP (sense: 5′- GCGAA ACCAA CAAAU CUCAT T -3′; antisense: 5′- UGAGA UUUGU UGGUU UCGCT T -3′). The sperm were separated from semen samples by centrifuging at 800×*g* for 10 min at 17 °C, and the concentration was adjusted to 1 × 10^8^ sperm/mL. Finally, we coincubated sperm cells with electrotransfected SPEVs at 17 °C. In coincubation experiments, sperm motility was determined visually using the CASA instrument (IVOS II) from day 1 to day 4. Sperm cells were collected on days 2 and 4 for qPCR and western blot verification.

### Western blot analysis and co-immunoprecipitation assay

All SPEV samples and sperm samples were lysed with RIPA buffer (Solarbio, Beijing, China) containing 1% protease inhibitor, and the protein samples were quantified with a BCA assay kit (Beyotime, Beijing, China). The samples were separated by SDS–PAGE and then transferred to PVDF membranes (Millipore, United States). The PVDF membranes were blocked with 5% (w/v) skim milk, and incubated with antibodies against proteins of EVs markers and target genes, including anti-Alix (sc-53540, Santa Cruz, CA, USA), anti-Tsg101 (14497-1-AP, Proteintech), anti-CD9 (20597-1-AP, Proteintech), anti-CD81 (66866-1-Ig, Proteintech), anti-Calnexin (10427-2-AP, Proteintech), anti-MCL1 (T55199, Abmart, Shanghai, China), anti-CREBBP (PA1273, Abmart, Shanghai, China), anti-CREB1 (MB0153S, Abmart, Shanghai, China), anti-pCREB1 (sc-81486, Santa Cruz), anti-BCL2 (12789-1-AP, Proteintech, USA), anti-BAX (60267-1-Ig; Proteintech, USA), anti-CASP3 (ab13847, Abcam, United Kingdom), anti-β-tubulin (10068-1-AP, Proteintech, USA), anti-ɑ-tubulin (11224-1-AP, Proteintech, USA), and then detected by enhanced chemiluminescence (ECL) system.

A total of 200 µg protein lysates were precleared with protein A + G agarose (Beyotime, Beijing, China) at 4 °C for 1 h prior to immunoprecipitation with anti-MCL1 (T55,199, Abmart), anti-BCL2 (12789-1-AP, Proteintech, USA) and anti-CREBBP (sc-7300, Santa Cruz, CA, United States) overnight at 4 °C, with gentle rotation in a rotation mixer. The protein-antibody complexes were incubated with protein A/G-Sepharose beads for 4 hours at 4 °C with rotation and then centrifuged at 1000×*g* for 5 minutes at 4 °C and washed three times with RIPA buffer at 1000×*g* for 5 minutes. Subsequently, the bound proteins were separated via 60 µL 1X SDS–PAGE. The protein samples (25 µL) were separated by SDS–PAGE, transferred to PVDF membranes and incubated with anti-Ubiquitin (sc-27128, Santa Cruz, CA, United States), anti-BAX (60267-1-Ig, Proteintech), anti-phospho-Creb1 (S133) (T55043, Abmart, Shanghai, China) and anti-CREB1 (P16220, Abmart, Shanghai, China) antibodies. Then, the membranes were incubated with secondary antibodies and detected with an ECL system.

### Immunofluorescence staining and confocal microscopy

The sperm incubated with SPEV were collected by centrifugation, and 4% paraformaldehyde was added and coated on anti-stripping glass. The sperm cells were fixed with 4% paraformaldehyde for 20 min at room temperature, washed with PBS three times for 5 min, permeabilized with 0.1% Triton X-100 for 20 min, and blocked with 3% BSA (ST023, Beyotime) for 30 min at room temperature. Subsequently, the cells were incubated with primary antibodies against MCL1 (Abmart, Shanghai, China), BAX (Proteintech, USA), CREBBP (Abmart, Shanghai, China), and CREB1 (Abmart, Shanghai, China) overnight at 4 °C. After the primary incubation, the cells were incubated with secondary antibodies at room temperature for 1 hour. The nuclei were stained with DAPI (C1002, Beyotime, China) at room temperature for 15 min, and fluorescence images were observed under a confocal microscope (Nikon, Japan) with a 100× oil-immersion objective lens.

### Evaluation of cell apoptosis

The spermatozoa were washed and then resuspended in PBS for cell counting. The sperm apoptotic rate was evaluated according to the protocols provided by the Annexin V-FITC Apoptosis Detection Kit (Beyotime, China). Generally, 1 × 10^5^ sperm cells were diluted within buffer, and added with Annexin V-FITC and PI. The cell mixture was cultured at room temperature for 20 min and then analyzed by a BD LSRFortessa flow cytometer. The gating strategies are showed in Supplementary Fig. 5.

### Detection of cellular ATP levels

The ATP levels in spermatozoa were determined using a luciferase-based enhanced ATP assay kit (Beyotime, China) and BCA assay kit (Beyotime, China). Briefly, after incubation with EV and EV electroporated with circ-CREBBP siRNA, spermatozoa were washed with PBS and lysed immediately in 200 µL lysis buffer. Then, the lysate was collected and centrifuged at 12,000×*g* for 5 min at 4 °C. Then, 20 µL of supernatant was added to the well containing 100 µL ATP detection working dilution. The luminescence was detected by a multifunctional microplate reader (Biotek, USA). The protein concentration of each group was measured, which was used to calibrate the ATP levels in cells.

### Statistics and reproducibility

All the experimental data were analyzed using Student’s *t* test and ANOVA using Statistical Package for the Social Sciences (SPSS) software for Windows, release 21.0 (SPSS, Chicago, IL, United States). The false detection rate (FDR) was controlled for multiple comparisons. Each experiment was repeated at least three times. All results are presented as the mean ± standard error of mean (SEM). *P* values less than 0.05, 0.01 and 0.001 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Raw- and processed sequencing data is available through Gene-Expression omnibus (GEO) accession number GSE216966. The source data behind the graphs are available in Supplementary Data 5.

# Supplementary material for: Circ-CREBBP inhibits sperm apoptosis via the PI3K-Akt signaling pathway by sponging miR-10384 and miR-143-3p
**Source:** Commun Biol. 2022 Dec 7;5:1339. doi: 10.1038/s42003-022-04263-2
**Supplement:** Supplementary file 2 — Supplementary Information

a

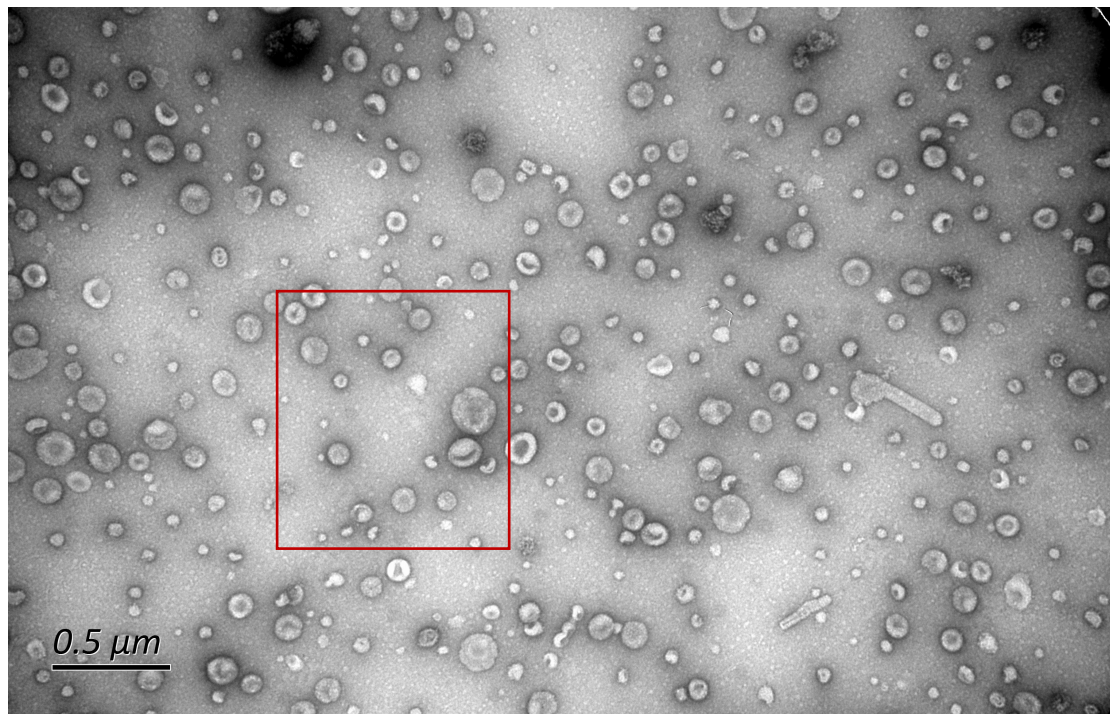

b

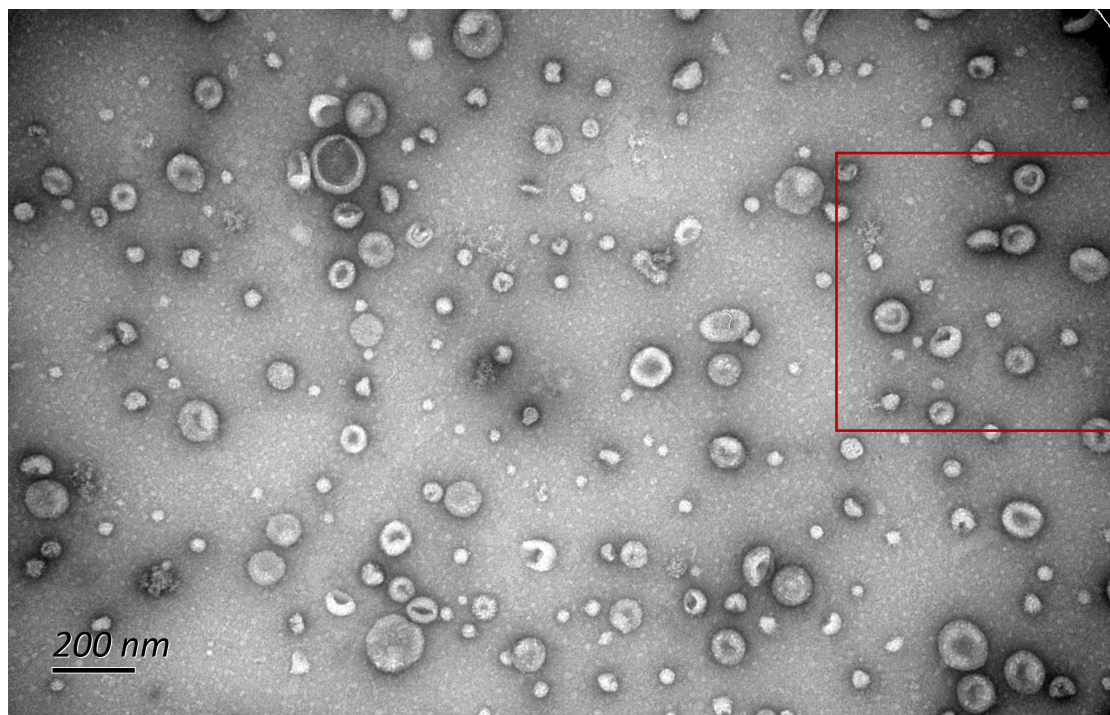

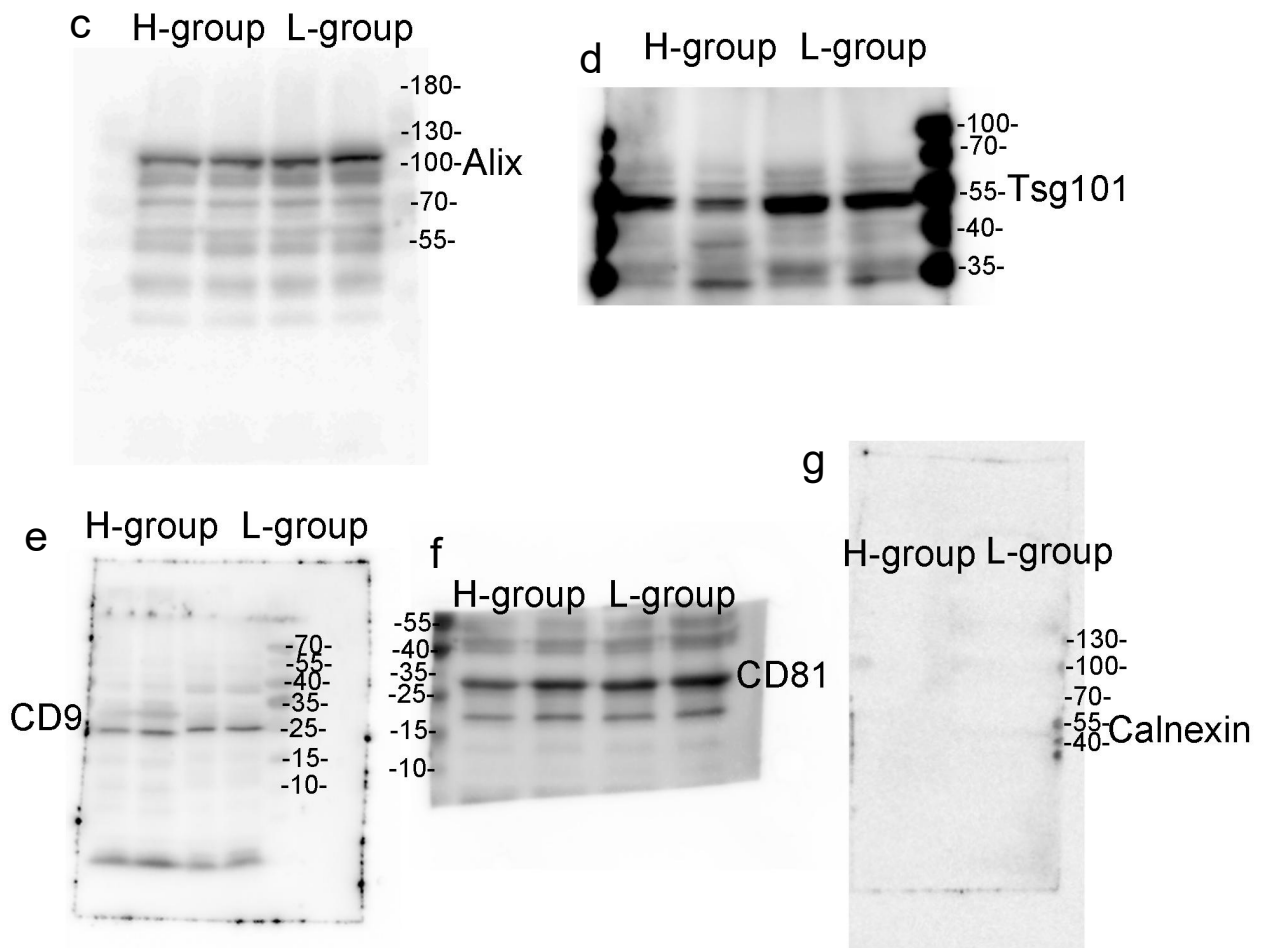

**Supplementary Fig. 1: TEM and Western blotting results of SPEVs (Fig 1b, Fig 1d).** TEM image of SPEVs: (a) H-group and (b) L-group. EV markers: (c) Alix, (d) Tsg101, (e) CD9 and (f) CD81. Negative EV marker: (g) Calnexin. H-group represents high sperm motility group and L-group represents low sperm motility group.

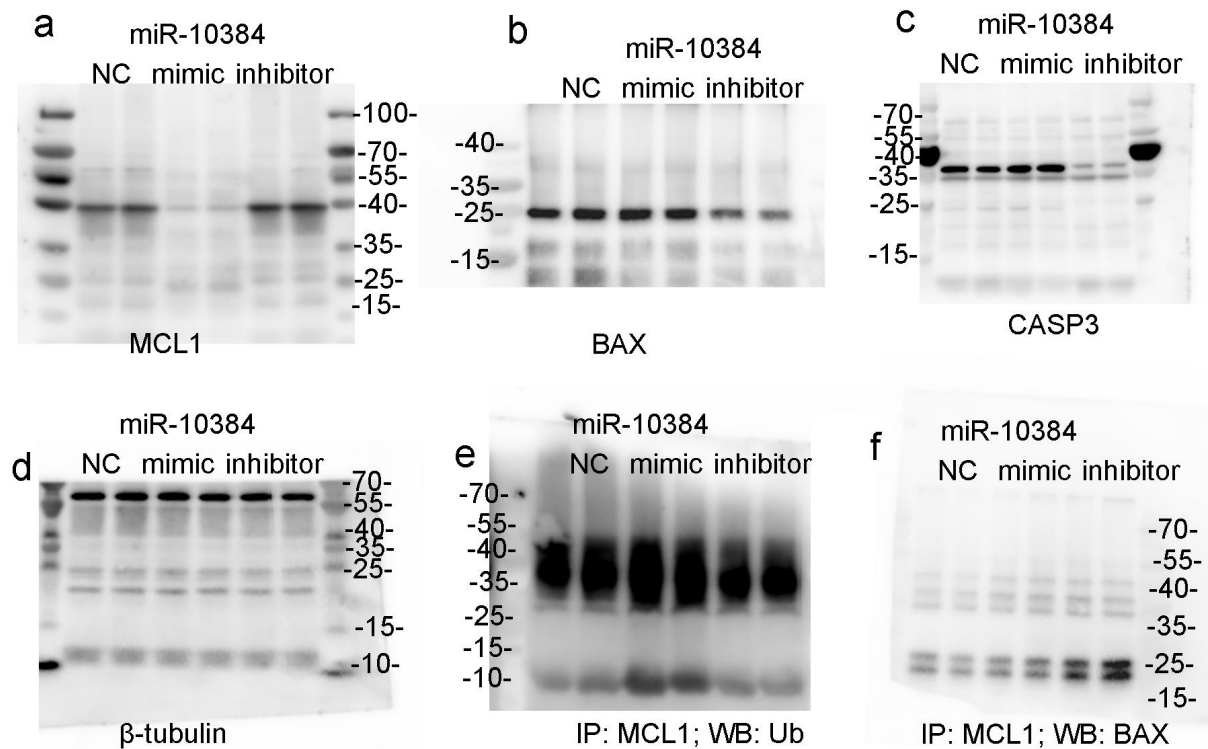

**Supplementary Fig. 2: Western blot results showed that miR-10384 participates in the survival of sperm via the PI3K/Akt pathway (Fig. 7a).** (a) MCL1, (b) BAX, (c) CASP3 and (d) β-tubulin, (e) the ubiquitination level of MCL1 and (f) the BAX levels combined with MCL1 in sperm incubated with EV (NC), EV-miR-10384 mimic, and EV-miR-10384 inhibitor.

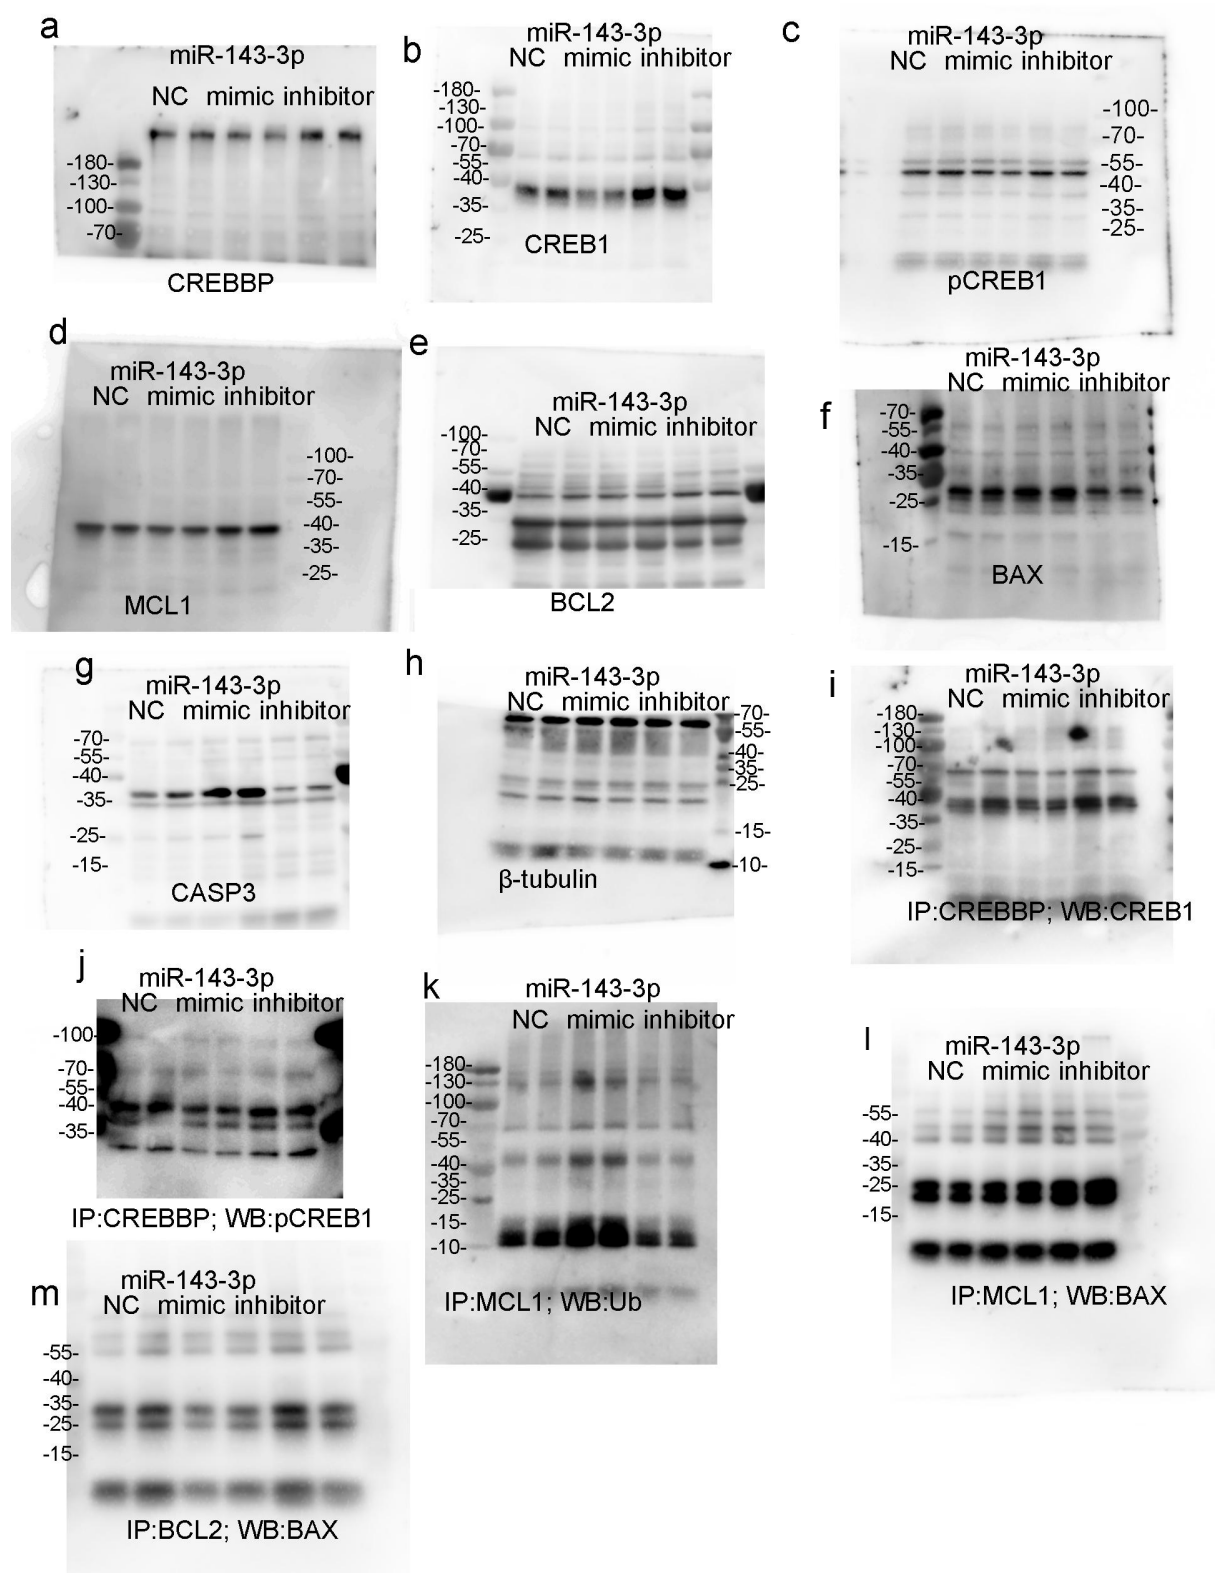

**Supplementary Fig. 3: Western blot results showed that miR-143-3p participates in the survival of sperm via the PI3K/Akt pathway (Fig. 7a).** (a) CREBBP, (b) CREB1, (c) pCREB1, (d) MCL1, (e) BCL2, (f) BAX, (g) CASP3 and (h) β-tubulin, (i) the CREB1 combined with CREBBP, (j) the pCREB1 combined with CREBBP, (k) the ubiquitination level of MCL1, (l) the BAX levels combined with MCL1 and (m) the BAX levels combined with BCL2 in sperm incubated with EV (NC), EV-miR-143-3p mimic, and EV-miR-143-3p inhibitor.

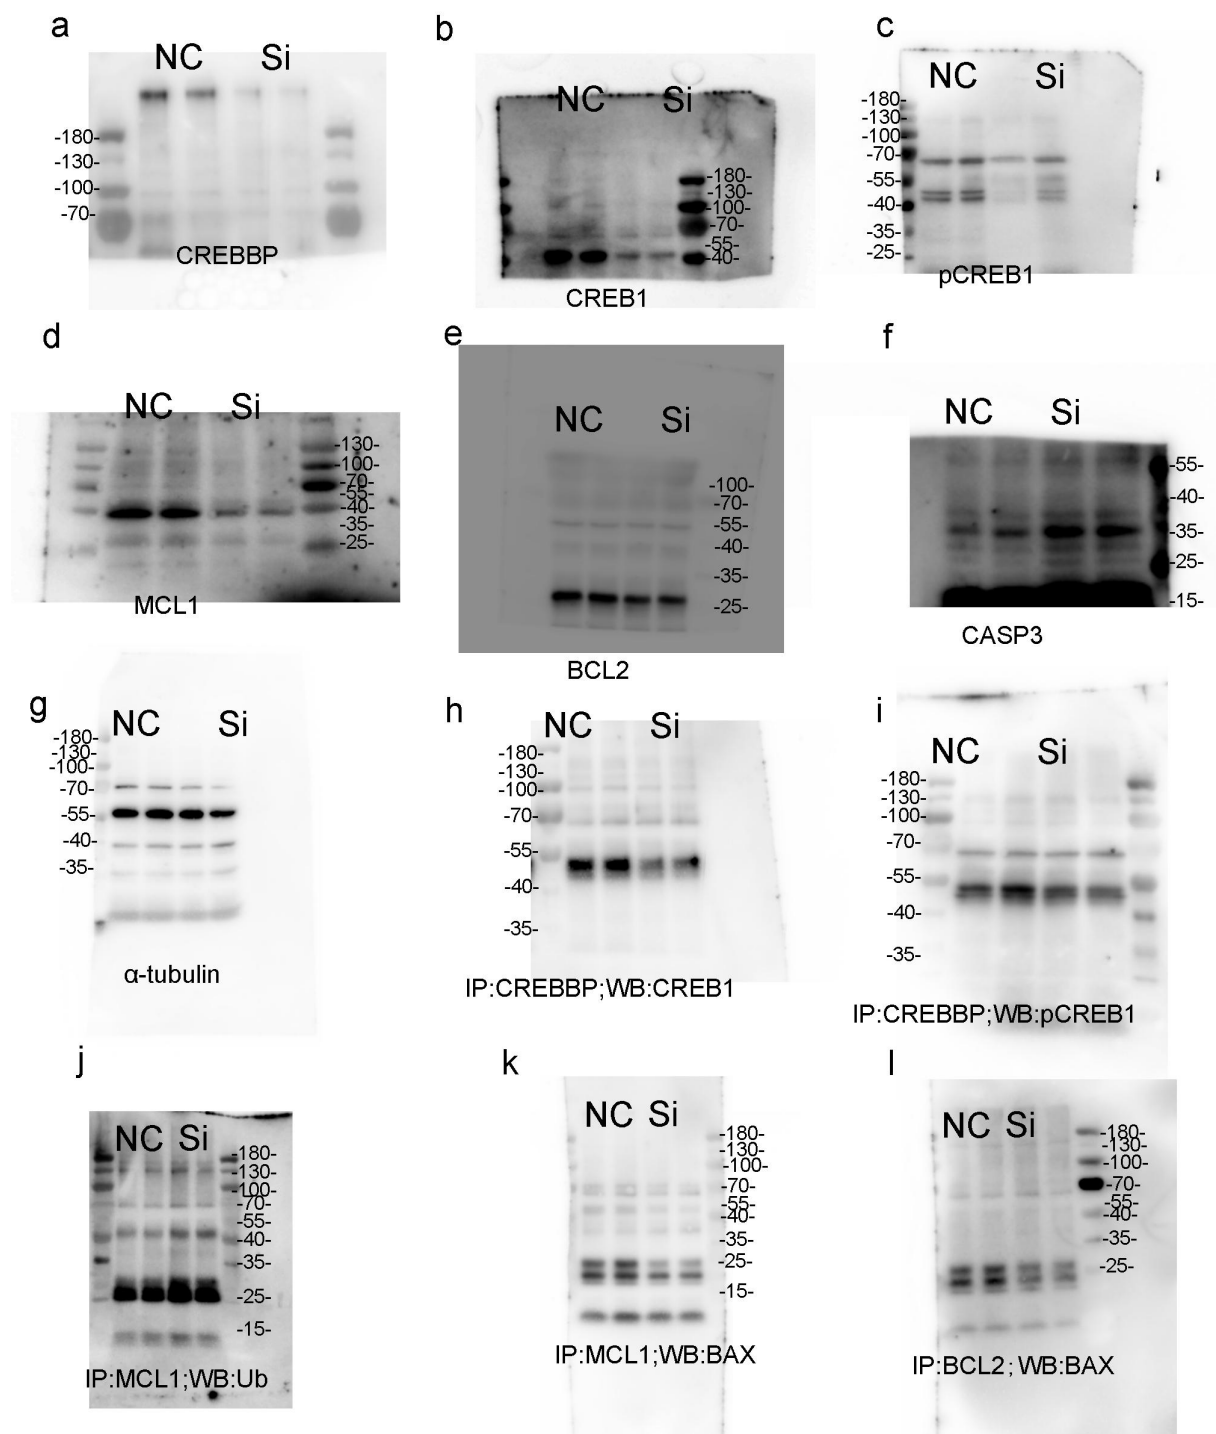

**Supplementary Fig. 4: Western blot assays showed that circ-CREBBP participates in the survival of sperm via the PI3K/Akt pathway (Fig. 7d).** (a) CREBBP, (b) CREB1, (c) pCREB1, (d) MCL1, (e) BCL2, (f) CASP3 and (g)  $\alpha$ -tubulin, (h) the CREB1 combined with CREBBP, (i) the pCREB1 combined with CREBBP, (j) the ubiquitination level of MCL1, (k) the BAX levels combined with MCL1 and (l) the BAX levels combined with BCL2 in sperm incubated with EV (NC) and EV-Si-circCREBBP.

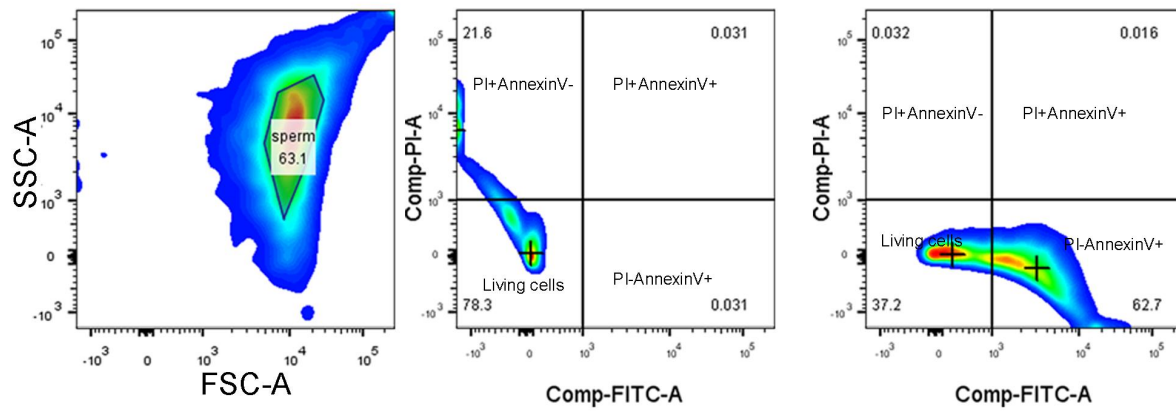

**Supplementary Fig. 5: Flow cytometry gating strategy.** For cell survival rate analysis, a cell gate was selected in a SSC-A versus FSC-A plot. Cells were further plotted as PI versus AnnexinV-FITC to allow identification of necrosis or apoptosis cells.

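The table counts the circRNAs whose ends lie in each gene, that is, the number of different back-splice junctions, not the number of reads. The authors took the genes from the Ensembl annotation, and the recount here used NCBI Annotation Release 106. For 18 of the named genes, both annotations gave the same number of circRNAs. CCDC18 had 21 circRNAs here, TRIM24 had 19, COG3 had 18 and CCDC30 had 17. SLC5A10 had 0, and its neighbour PRPSAP2 had 21. The gene listed without a name was not matched here.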

Supplementary Table 1 Host genes harboring 20 or more circRNA isoforms.

| Gene name | Ensembl ID         | Number of circRNA |
|-----------|--------------------|-------------------|
| TRIM24    | ENSSSCG00000016518 | 20                |
| CCDC18    | ENSSSCG00000006897 | 20                |
| CCDC30    | ENSSSCG00000003965 | 20                |
| COG3      | ENSSSCG00000023738 | 21                |
| SLC5A10   | ENSSSCG00000018049 | 21                |
| ULK4      | ENSSSCG00000025408 | 21                |
| KMT2C     | ENSSSCG00000020663 | 21                |
| USP47     | ENSSSCG00000013402 | 21                |
| DTNB      | ENSSSCG00000008576 | 22                |
| DCAF6     | ENSSSCG00000006303 | 22                |
| -         | ENSSSCG00000011117 | 23                |
| UBR3      | ENSSSCG00000015940 | 23                |
| UBAP2     | ENSSSCG00000010987 | 24                |
| NEK1      | ENSSSCG00000009714 | 24                |
| SEC24A    | ENSSSCG00000014304 | 25                |
| ATAD2B    | ENSSSCG00000008591 | 25                |
| IQGAP2    | ENSSSCG00000014088 | 27                |
| BIRC6     | ENSSSCG00000008513 | 28                |
| PATJ      | ENSSSCG00000039793 | 28                |
| MYO9A     | ENSSSCG00000004979 | 30                |
| ABCB5     | ENSSSCG00000015377 | 30                |
| BRWD1     | ENSSSCG00000021042 | 34                |
| CHD2      | ENSSSCG00000002266 | 40                |
| SMARCC1   | ENSSSCG00000011340 | 44                |

Supplementary Table 2 Significant GO terms for host genes of DEC.

| Term                               | ID         | Input<br>number | Corrected<br>P-Value | Input                                                                                                                                                                                                                                                                           |
|------------------------------------|------------|-----------------|----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| cytosol                            | GO:0005829 | 44              | 1.52E-08             | PNPT1 FAM120A SIRT1 AFTPH USP9X ADAM17 AACS EED PRPF3 ANKRD12 RB1CC1 RPTOR CDK19 MAP3K2 UBXN2A NFKB1 MVP ARFIP1 GSPT1 SPAG9 MTR PKN2 CHM USP12 ILKAP KLHL3 TP53BP2 PHLDB2 EP300 YAP1 PEX1 STX8 LRBA PPP2CA AKR1D1 SFMBT2 TIA1 PLEKHA1 TTI2 PPP6R2 RNF216 ATXN2 TUBGCP5 ARHGAP18 |
| cytoplasm                          | GO:0005737 | 42              | 9.24E-06             | TSN KLHL24 MYO3B SVIL GNPDA1 MX2 ARHGAP18 FKBP5 SBF2 ITI4 PPP4R3B RPTOR EPS15 UBAP2L SAE1 GNB4 REPS2 MARK3 MAPK9 MVP ARFIP1 SIRT1 MACF1 ARIH2 SPAG9 TRIM24 ARPC2 MDFIC CHM UBR3 PHLPP1 YAP1 SOS1 LIMA1 PTPN11 ROCK1 TTC17 STK33 PLEKHA1 TCF12 CCNI CREBBP                       |
| chromatin binding                  | GO:0003682 | 12              | 8.42E-04             | TRIM24 WAC SMC3 STAG1 PHF21A TOP1 SFMBT2 EED NFKB1 ATAD2B CREBBP YAP1                                                                                                                                                                                                           |
| nucleus                            | GO:0005634 | 40              | 8.42E-04             | TSN HMGXB3 FAM120A PSPC1 USP9X CCAR1 POLK CDK19 SLC11A2 UBAP2L CHD9 CAPN7 UBXN2A ZC3H3 MAPK9 ZFC3H1 MVP SIRT1 MX2 MDFIC STAG1 CHM USP12 AGAP1 ILKAP TP53BP2 TCF12 GPATCH1 SBNO1 PPP2CA YAP1 PTPN11 SFMBT2 CCNI TFCP2 STK33 ACAD9 PPP6R2 ATAD2B KDM5A                            |
| actin cytoskeleton                 | GO:0015629 | 8               | 1.82E-03             | MYO3B SVIL LIMA1 MACF1 FILIP1 TTC17 ABLIM1 ADAM17                                                                                                                                                                                                                               |
| cellular response to UV            | GO:0034644 | 4               | 0.01                 | EP300 POLK CREBBP RHBDD1                                                                                                                                                                                                                                                        |
| transcription coactivator activity | GO:0003713 | 7               | 0.01                 | SIRT1 TRIM24 MED6 EP300 KDM5A CREBBP YAP1                                                                                                                                                                                                                                       |
| protein C-terminus binding         | GO:0008022 | 6               | 0.01                 | PEX1 SIRT1 PPP2CA EP300 ATXN2 YAP1                                                                                                                                                                                                                                              |
| cytoplasmic stress granule         | GO:0010494 | 4               | 0.02                 | RPTOR ATXN2 ROCK1 TIA1                                                                                                                                                                                                                                                          |
| sister chromatid cohesion          | GO:0007062 | 3               | 0.02                 | ESCO1 STAG1 SMC3                                                                                                                                                                                                                                                                |

|                                                                 |            |    |      |                                                                                      |
|-----------------------------------------------------------------|------------|----|------|--------------------------------------------------------------------------------------|
| chromatin DNA binding                                           | GO:0031490 | 4  | 0.02 | SBNO1 EP300 KDM5A CREBBP<br>PEX1 CDK19 MYO3B EARS2 KIF1B CHD9 SMC3 PKN2 EIF2AK4 TOP1 |
| ATP binding                                                     | GO:0005524 | 20 | 0.02 | ROCK1 MAP3K2 DGKH STK33 RPS6KC1 MARK3 AACS ATAD2B MAP<br>K9 CCT6B                    |
| transcription corepressor<br>activity                           | GO:0003714 | 6  | 0.02 | HDAC9 SFMBT2 RCOR1 CCAR1 CREBBP YAP1                                                 |
| p53 binding                                                     | GO:0002039 | 4  | 0.02 | TRIM24 EP300 CREBBP TP53BP2                                                          |
| zinc ion binding                                                | GO:0008270 | 13 | 0.02 | MORC3 EP300 EARS2 ZMYM4 ZMYM5 TRIM24 ESCO1 MTR SEC24A <br>UBR3 KDM2B KDM5A CREBBP    |
| meiotic cell cycle                                              | GO:0051321 | 3  | 0.03 | PPP2CA SMC3 TUBGCP5                                                                  |
| positive regulation of G1/S<br>transition of mitotic cell cycle | GO:1900087 | 3  | 0.03 | RPTOR KMT2E ADAM17                                                                   |
| face morphogenesis                                              | GO:0060325 | 3  | 0.04 | PTPN11 EP300 PLEKHA1                                                                 |
| response to hypoxia                                             | GO:0001666 | 4  | 0.04 | PLOD2 EP300 SLC11A2 ADAM17                                                           |
| negative regulation of protein<br>kinase B signaling            | GO:0051898 | 3  | 0.05 | SIRT1 PHLPP1 PLEKHA1                                                                 |
| regulation of cell motility                                     | GO:2000145 | 2  | 0.05 | PKN2 ARHGAP18                                                                        |
| actin filament binding                                          | GO:0051015 | 6  | 0.05 | MYO3B SVIL ARPC2 MACF1 ABLIM1 LIMA1                                                  |
| epidermal growth factor<br>receptor signaling pathway           | GO:0007173 | 3  | 0.05 | PTPN11 SOS1 ADAM17                                                                   |
| histone binding                                                 | GO:0042393 | 5  | 0.05 | SIRT1 SBNO1 SUPT6H SFMBT2 ATAD2B                                                     |
| multicellular organism growth                                   | GO:0035264 | 4  | 0.05 | PTPN11 EP300 PLEKHA1 SOS1                                                            |

---

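The table gives the age of each boar and the share of its sperm that was motile in the computer-assisted sperm analysis. It lists the boars by group without the numbers that the libraries carry, so no library could be assigned to an animal of the table. For this reason, motility was used here only as the 2 groups, age was not used here, and relations between the motility of single boars and their circRNAs were not analysed here.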

Supplementary Table 3 Phenotypic information of experimental animals.

| Group           | Age              | Sperm motility rate (%) |
|-----------------|------------------|-------------------------|
| H               | 16               | 90.86                   |
|                 | 18               | 93.73                   |
|                 | 17               | 85.09                   |
|                 | 31               | 93.31                   |
|                 | 21               | 88.82                   |
|                 | 19               | 90.16                   |
|                 | 14               | 98.50                   |
|                 | 15               | 98.70                   |
|                 | 29               | 99.60                   |
|                 | 35               | 96.80                   |
|                 | 30               | 97.70                   |
|                 | 27               | 99.60                   |
| mean $\pm$ SD   | 22.67 $\pm$ 6.97 | 94.41 $\pm$ 4.82        |
| L               | 31               | 59.46                   |
|                 | 15               | 20.67                   |
|                 | 22               | 13.59                   |
|                 | 24               | 47.34                   |
|                 | 14               | 13.06                   |
|                 | 22               | 28.10                   |
|                 | 31               | 10.08                   |
|                 | 14               | 63.20                   |
|                 | 36               | 73.20                   |
|                 | 17               | 65.80                   |
|                 | 29               | 55.30                   |
|                 | 28               | 31.30                   |
| mean $\pm$ SD   | 23.58 $\pm$ 7.18 | 40.09 $\pm$ 23.12       |
| <i>P</i> -value | 0.76             | 6.35E-08                |

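Divergent primers amplify a circRNA only across its back-splice junction, because on the linear RNA they point away from each other. Placed on the joined exons, each of the 6 circRNA primer pairs gave a product across the junction. The product had 185 nt for circ-CREBBP, 124 nt for circ-EP300, 199 nt for circ-KLHL3, 130 nt for circ-PTGES3, 216 nt for circ-SLC5A10 and 176 nt for circ-SUGCT. The sense strand of the siRNA against circ-CREBBP, GCGAAACCAACAAAUCUCA in the methods, matches 14 nt before and 5 nt after the junction of that circRNA.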

Supplementary Table 4 The primer sequences for qPCR.

| Primer name    | Sequence (5'-3')                                    |
|----------------|-----------------------------------------------------|
| circ-CREBBP-F  | CTGTCCTGTTTGCCTCCCTT                                |
| circ-CREBBP-R  | CCTCTGACACTTGTGAGCGT                                |
| circ-KLHL3-F   | GTCTCAGTTGCATCCCACCA                                |
| circ-KLHL3-R   | TAACCTTGAACGCCTTCCCC                                |
| circ-EP300-F   | TTCCTCAGGCTCAGTTCCCA                                |
| circ-EP300-R   | AAGCAGCAGGATCCGGAGTA                                |
| circ-SLC5A10-F | CGACGTGGGAGGAAGGATTG                                |
| circ-SLC5A10-R | CGACAACCTCCTTTTAGTCTCTGAC                           |
| circ-PTGES3-F  | CCAAGCATAAAAGAACGGACAG                              |
| circ-PTGES3-R  | CCCTTCGATCGTACCACTTT                                |
| circ-SUGCT-F   | CCTTGTCTACTGCTCCATCACA                              |
| circ-SUGCT-R   | CCCAAGTTCGTGTGTCATCA                                |
| miR-10384-RT   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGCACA  |
| miR-10384-F    | GACCCTGCGTGGCTTCTC                                  |
| miR-10384-R    | GTGCAGGGTCCGAGGT                                    |
| miR-143-3p-RT  | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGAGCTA |
| miR-143-3p-F   | GCCCTGAGATGAAGCACTG                                 |
| miR-143-3p-R   | GTGCAGGGTCCGAGGT                                    |
| U6-RT          | AACGCTTCACGAATTTGCGT                                |
| U6-F           | CTCGCTTCGGCAGCACA                                   |
| U6-R           | AACGCTTCACGAATTTGCGT                                |
| MCL1-F         | TTGGGAGGCCTTGAAGAGTA                                |
| MCL1-R         | TGAAGTCCGTGGGCATATTT                                |
| CREBBP-F       | TGACTGTCCCTGTTTGCCTCC                               |
| CREBBP-R       | GAGTCCAAGAGCCGCATAGG                                |
| CREB1-F        | CAGACATACCAAATTCGCACAG                              |
| CREB1-R        | ATTAGGCGGACCTCTCTCTTTC                              |
| GAPDH-F        | TGGTGAAGGTCGGAGTGAAC                                |
| GAPDH-R        | GGAAGATGGTGATGGGATTTC                               |
| ACTB-F         | GGCATCCTGACCCTCAAGTA                                |
| ACTB-R         | CACGCAGCTCGTTGTAGAAG                                |

Supplementary Table 5 Primers used in luciferase reporter assays.

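In a luciferase reporter assay, a stretch of sequence is joined to the luciferase gene, and a miRNA that binds this stretch lowers the light that the cells emit. The primers of this table are named for wild-type and mutated stretches of circ-CREBBP, MCL1, CREB1 and CREBBP. According to the paper, the mutation primers were made to alter seed sequences at the miRNA sites. The sequences of these primers were not placed on the genes here. For circ-CREBBP, the paper describes MUT1 as the mutation of the miR-10384 site and MUT2 as that of the miR-143-3p site. The reporter measurements were not analysed here.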

| Primer name         | Sequence (5'-3')                               |
|---------------------|------------------------------------------------|
| pmirGLO-F           | GGTGGTGTGTTGTGTTCTGTG                          |
| pmirGLO-R           | GCATCAATGTATCTTATCA                            |
| circ-CREBBP-WT-F    | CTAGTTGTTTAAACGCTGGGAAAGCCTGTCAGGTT            |
| circ-CREBBP-WT-R    | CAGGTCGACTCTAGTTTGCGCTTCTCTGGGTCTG             |
| circ-CREBBP-MUT1-F1 | GACGAGGTGCCTAAAGGACTGA                         |
| circ-CREBBP-MUT1-R1 | CCCGTGGCAATCGTTACTCTG                          |
| circ-CREBBP-MUT1-F2 | GAATTGTGCCCAGAGTAACGATT                        |
| circ-CREBBP-MUT1-R2 | TCCAAACTCATCAATGTATCTTATCA                     |
| circ-CREBBP-MUT2-F1 | GACGAGGTGCCTAAAGGACTGA                         |
| circ-CREBBP-MUT2-R1 | CAGTTCTTCCAATGAAGGCTACATTT                     |
| circ-CREBBP-MUT2-F2 | ATCTTCACGACAAATGTAGCCTCAT                      |
| circ-CREBBP-MUT2-R2 | TCCAAACTCATCAATGTATCTTATCA                     |
| MCL1-WT-F           | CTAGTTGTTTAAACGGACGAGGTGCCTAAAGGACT            |
| MCL1-WT-R           | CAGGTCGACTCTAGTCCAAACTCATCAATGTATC             |
| MCL1-MUT-F          | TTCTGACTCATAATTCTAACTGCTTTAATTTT               |
| MCL1-MUT-R          | AAAATTAAAGCAGTTAGAATTATGAGTCAG AA              |
| CREB1-WT-F          | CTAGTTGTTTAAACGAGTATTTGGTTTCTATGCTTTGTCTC      |
| CREB1-WT-R          | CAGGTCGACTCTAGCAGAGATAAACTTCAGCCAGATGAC        |
| CREB1-MUT-F1        | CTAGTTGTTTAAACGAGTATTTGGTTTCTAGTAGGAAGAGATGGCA |
| CREB1-MUT-F2        | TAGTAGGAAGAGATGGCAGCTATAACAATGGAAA             |
| CREB1-MUT-R         | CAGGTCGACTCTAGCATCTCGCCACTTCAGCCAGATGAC        |
| CREBBP-WT-F         | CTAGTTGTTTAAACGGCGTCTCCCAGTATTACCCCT           |
| CREBBP-WT-R         | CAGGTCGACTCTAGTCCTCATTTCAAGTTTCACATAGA         |
| CREBBP-MUT-F        | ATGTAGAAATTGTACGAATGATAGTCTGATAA               |
| CREBBP-MUT-R        | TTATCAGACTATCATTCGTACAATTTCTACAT               |

# Supplementary material for: Circ-CREBBP inhibits sperm apoptosis via the PI3K-Akt signaling pathway by sponging miR-10384 and miR-143-3p
**Source:** Commun Biol. 2022 Dec 7;5:1339. doi: 10.1038/s42003-022-04263-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Highly conserved circRNAs between pigs and humans. There is no corresponding figure in the paper.

**File name:** Supplementary Data 2

**Description:** The source data behind the Figure 2g in the paper.

**File name:** Supplementary Data 3

**Description:** The source data behind the Figure 3a in the paper.

**File name:** Supplementary Data 4

**Description:** The source data behind the Figure 4a,b in the paper.

**File name:** Supplementary Data 5

**Description:** The source data behind the graphs in Figure in the paper.

# Supplementary material for: Circ-CREBBP inhibits sperm apoptosis via the PI3K-Akt signaling pathway by sponging miR-10384 and miR-143-3p
**Source:** Commun Biol. 2022 Dec 7;5:1339. doi: 10.1038/s42003-022-04263-2
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No code was used to collect data in this study - code was only used for data analysis

Data analysis

bwa (v 0.7.17-r1188) (<https://github.com/lh3/bwa>)  
 samtools (v 1.10) (<https://github.com/samtools>)  
 bowtie (v 1.0.0) (<http://bowtie-bio.sourceforge.net/index.shtml>)  
 bowtie2 (v 2.4.5) (<http://bowtie-bio.sourceforge.net/bowtie2/index.shtml>)  
 CIRI (v 2.0.6) ([https://sourceforge.net/projects/ciri/files/CIRI2/CIRI\\_v2.0.6.zip/download](https://sourceforge.net/projects/ciri/files/CIRI2/CIRI_v2.0.6.zip/download))  
 find\_circ ([https://github.com/marvin-jens/find\\_circ](https://github.com/marvin-jens/find_circ))  
 cutadapt (v 3.5) (<https://github.com/marcelm/cutadapt/>)  
 miRDeep2.0.1.2 (<https://github.com/rajewsky-lab/mirdeep2>)  
 miranda v3.3a ([http://cbio.mskcc.org/microrna\\_data/miRanda-aug2010.tar.gz](http://cbio.mskcc.org/microrna_data/miRanda-aug2010.tar.gz))  
 RNAhybrid (<https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid>)  
 Cytoscape (v 3.8.0) (<https://cytoscape.org/>)  
 Kobas (<http://kobas.cbi.pku.edu.cn/>)  
 liftOver (<https://genome.ucsc.edu/cgi-bin/hgLiftOver>)  
 blastn (<http://blast.ncbi.nlm.nih.gov>)  
 GraphPad Prism (v 8.0.1) (<https://www.graphpad.com/scientific-software/prism/>)  
 R (v 4.1.2) (<https://www.r-project.org/>)  
 ggplot2 (v 3.3.5) package  
 ggsci (v 2.9) package  
 edgeR (v 3.36.0) package

VennDiagram (v 1.7.3) package  
ggrepel (v 0.9.1) package  
networkD3 (0.4) package

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

The datasets involved in this study was determined by specific phenotype information, such as total sperm motility and fast forward motility. All experimental individuals were from a national boar station. About 10% of individuals in the population had sperm motility lower than 0.6. We selected individuals with extremely low sperm motility in the population (5% in the lower tail) and healthy individuals (5% in the upper tail) in the the same period.

Data exclusions

No data was excluded. Samples were allocated to groups based on the sperm motility.

Replication

Experiments were with three biological replicates and three technical replicates.

Randomization

All pigs without physiological or pathological diseases were from a national boar station. Pigs were all sexually mature, aged between 14 and 36 months old. There was no significant difference between the two groups in the age of pigs. The samples are collected by the same professional staff in autumn (from October to November 10).

Blinding

The blinding was not relevant to our study.  
Different people completed the sample collection and data analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Antibodies are listed below as: target; Host; supplier name; catalog number; clone number; lot number:

1)Alx; Mouse; Santa Cruz; Cat# sc-53540; CloneNo.1A12;  
 2)TSG101; Rabbit; Proteintech; Cat# 14497-1-AP; CloneNo. n/a; Lot# 00093288;  
 3)CD9; Rabbit; Proteintech; Cat# 20597-1-AP; CloneNo. n/a; Lot# 00055311;  
 4)CD81; Mouse; Proteintech; Cat# 66866-1-Ig; CloneNo. 1G2C6; Lot# 10017531;  
 5)Calnexin; Proteintech; Cat# 10427-2-AP;  
 6)MCL1; Rabbit; Abmart; Cat# T55199S; CloneNo. n/a; Lot# 334280;  
 7)CREBBP; Rabbit; Abmart; Cat# PA1273S; CloneNo. n/a; Lot# 334362;  
 8)CREB1; Mouse; Abmart; Cat# MB0153S; CloneNo. n/a; Lot# 334261;  
 9)p-CREB1; Mouse; Santa Cruz; Cat# sc-81486; CloneNo. 1019; Lot#E1721 ;  
 10)BCL2; Rabbit; Proteintech; Cat# 12789-1-AP; CloneNo. n/a; Lot# 00095186;  
 11)BAX; Mouse; Proteintech; Cat# 60267-1-Ig; CloneNo. 4G5E8; Lot# 10005017;  
 12)Caspase-3; Rabbit; Abcam; Cat# ab13847; CloneNo. n/a; Lot# GR3286166-1;  
 13) $\beta$ -Tubblin; Rabbit; Proteintech; Cat# 10068-1-AP; CloneNo. n/a; Lot# 00085542;  
 14) $\alpha$ -Tubblin; Rabbit; Proteintech; Cat# 11224-1-AP; CloneNo. n/a; Lot# 00093821;

## Validation

All antibody specificity was validated by the manufacture, and the validation result is posted on their website.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

293T [HEK-293T] is the preservative cell line in the Lab.

## Authentication

cell lines were not validated.

## Mycoplasma contamination

All cell lines tested negative for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

N/A

## Wild animals

N/A

## Reporting on sex

N/A

## Field-collected samples

All pigs are kept under the same conditions and environment (e.g. field, temperature, food etc.). Specialized professionals obtained the sperm-rich fractions of the ejaculate sample from each boar by the gloved hand method. All samples were quickly transferred to the laboratory at 17 °C.

## Ethics oversight

All protocols for the collection of semen samples were reviewed and approved by the Committees for Ethical Review of China Agricultural University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

SPEVs were electroporated with Si-circRNA (sense: 5'- GCGAA ACCAA CAAAU CUCAT T -3'; antisense: 5'- UGAGA UUUGU UGGUU UCGCT T -3') using a Gene Pulser Xcell electroporator (Bio-Rad, USA) with the "exponential" protocol (250 V, 100  $\mu$ F, R= $\infty$ , cuvette size=4 mm) .  
The sperm were separated from semen samples by centrifuging at 800  $\times$  g for 10 minutes at 17 °C, and coincubated with electrotransfected SPEVs at 17 °C. Sperm cells were collected on days 2 and 4 for evaluation of cell apoptosis.  
The sperm apoptotic rate was evaluated according to the protocols provided by the Annexin V-FITC Apoptosis Detection Kit (Beyotime, China). Generally,  $1 \times 10^5$  sperm cells were diluted within buffer, and added with Annexin V-FITC and PI. The cell mixture was cultured at room temperature for 20 minutes and then analyzed by a BD LSRFortessa flow cytometer.

Instrument

BD LSRFortessa flow cytometer

Software

Flow Jo V10

Cell population abundance

For analysis results, the plot result is divided into four quadrants , Q1 (PI-A+, FITC-A-) mainly contained necrotic cells, Q2 (PI-A+, FITC-A+) mainly contained apoptosis cells, Q3 (PI-A-, FITC-A+) mainly contained early apoptosis cells, Q4 (PI-A-, FITC-A-) mainly contained surviving cells.

Gating strategy

Cell clusters were first identified by physical parameters: the FSC-A and the SSC-A.  
Classification of positive and negative populations were done through Staining Protocols (Apoptosis) and Eliminating Dead Cells from Analysis.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

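RNA of seminal plasma extracellular vesicles (SPEVs) was measured in 48 libraries: 24 long RNA libraries and 24 small RNA libraries, each with 12 boars of high (H) and 12 boars of low (L) sperm motility. Each library was assigned to its group and replicate number from its label. The paper gives 35 mL of seminal plasma per boar, and the sample labels give 60 mL. The boars listed in the supplementary table of animals carry no library numbers, so no library was matched to one of them.

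For circRNAs, the authors deposited raw counts of back-splice junction reads per library. According to the paper's methods, they kept circRNAs found by both find_circ and CIRI2 with at least 2 junction reads. For miRNAs, the authors deposited raw read counts of mature miRNAs, made after adapter trimming, removal of other small RNAs and repeats by alignment, and identification with miRDeep2. The values of both kinds are whole numbers without normalization, and 0 columns were without a library.

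Counts of the L and H groups were compared in R 4.3.3 with edgeR 4.0.16, with TMM normalization, a quasi-likelihood test on all circRNAs or miRNAs, no filter and no covariate. A call needed an unadjusted P value under 0.05 and a fold change of at least 1.5 or at most 0.67. Adjusted P values are from the Benjamini-Hochberg method over all circRNAs or miRNAs tested. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 was used for the other steps. RPM is the number of junction reads of a circRNA relative to all circRNA junction reads of its library. CPM values were scaled with TMM factors, and log2 CPM used a prior count of 0.5. Single values were compared between groups by two-sided permutation tests with 100000 resamples, and classes of circRNAs by permutation of signs within libraries.

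The ends of circRNAs were compared with the genes of NCBI Annotation Release 106 on Sscrofa11.1, the build of the deposited coordinates, whereas the paper used Ensembl genes. The sequences of the 6 circRNAs tested by qPCR were joined from annotated exons and searched for primers, the siRNA and seed matches. Junction reads were also summed per host gene.

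The text names every circRNA and miRNA that the paper's text, Table 1, Table 2, Fig. 3, Fig. 4 or a supplementary table names where it is behind the claim, and beyond these the 5 circRNAs and the 5 miRNAs with the smallest P values in the quasi-likelihood test.

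The alternatives were DESeq2 1.42.0, library totals without TMM, TMMwsp, an edgeR exact test, a likelihood ratio test, filterByExpr, detection in at least 6 libraries, an absolute log2 fold change of at least 1.5, the replicate number as a block and leaving out each library in turn. For circRNAs identified, a minimum of 2 reads in at least 2 libraries was tried. An exact test with common and tagwise dispersions, the same with miRNAs of at least 1 CPM in at least 6 libraries, the edgeR setting legacy=FALSE and Fisher's exact test on detection were added after the values were seen. The exact test with tagwise dispersions was picked from several edgeR variants, and the CPM filter from many filters. Both were tried in search of a setting that gives the paper's numbers, so the match of their counts is a result of this search. A matching count alone would not fix the P values of single circRNAs. Those of the exact test with tagwise dispersions for TOP1, ERC1 and circ-KLHL3 equal the values of Table 2 to the digits printed there. The replicate numbers used for pairing come from the sample labels, and same-numbered H and L libraries are of different boars.

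The tests were tried on simulated data with 200 changed circRNAs or miRNAs at a log2 fold change of 2. The changed circRNAs were drawn from those with reads in at least 6 libraries, so the recovered shares do not apply to circRNAs with fewer. The filter filterByExpr kept 514 simulated circRNAs against 956 real ones, so the simulated counts differ from the real ones. For miRNAs, 200 of 345 were changed, which could affect the TMM factors. For circRNAs, the quasi-likelihood test without a filter recovered 24% of the changed circRNAs and called 38.3% of 17179 unchanged ones. With filterByExpr, it recovered 24.4% of the 41 changed circRNAs that were kept and called 1.90% of 473 unchanged ones. The exact test with tagwise dispersions recovered 15% and called 2.89% of the unchanged ones. For miRNAs, the quasi-likelihood test recovered 83.5% and called 8.97% of 145 unchanged ones, and with filterByExpr it recovered 96.5% of 142 and called 0.980% of 102. Whatever their fold change, 18 of these 145 unchanged miRNAs, and 8 of the 102 with filterByExpr, had an adjusted P value under 0.05. With real reads permuted between libraries, the circRNA test without a filter called 59.6% of the circRNAs, filterByExpr 0.312%, and the exact test with tagwise dispersions 0.518%. For miRNAs, the corresponding shares were 8.99%, 4.88% and 5.51%. The unfiltered quasi-likelihood test was kept for circRNAs because the design was fixed in advance, and its counts are reported with these shares.

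The long RNA libraries held 128644 to 610615 junction reads and the small RNA libraries 4189358 to 9842872 miRNA reads. At 3 reads, these depths can show a share of 4.91 to 23.3 RPM and of 0.305 to 0.716 CPM, counting error only.

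Pathway enrichment, overlap with circRNA databases, conservation, qPCR, reporter assays and protein measurements were not analysed here. Correlations of circ-CREBBP with miRNAs across boars were left out, because it had reads in 3 of 24 libraries. CircRNAs on unplaced scaffolds were not assigned to genes.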

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

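The tests by other splits of the libraries with filterByExpr and with the exact test with tagwise dispersions were chosen only after the result was seen; those of the quasi-likelihood counts were set earlier. The quasi-likelihood test, its thresholds, DESeq2, library totals, TMMwsp, the exact test, the likelihood ratio test, both filters, the block, leave-one-out and the larger fold change were chosen before the data were examined. The exact test with tagwise dispersions, its CPM filter for miRNAs, legacy=FALSE and Fisher's exact test were added after the values were seen.

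The quasi-likelihood test called 10517 circRNAs, 10484 of them after adjustment and 62.8% higher in the L group. The number was 10558 with library totals, 10531 with TMMwsp and 10517 with an absolute log2 fold change of at least 1.5. It fell with DESeq2 to 586 (139 after adjustment, 87.9% higher in the L group), with the exact test to 27 (0 after adjustment, 59.3%), with the likelihood ratio test to 239 (0 after adjustment, 68.6%), with filterByExpr to 3 of 956 (0 after adjustment, 100.0%) and with detection in at least 6 libraries to 47 of 2793 (20 after adjustment, 87.2%). It was 222 with the exact test with tagwise dispersions (0 after adjustment, 83.3%) and 133 with Fisher's exact test on libraries with reads (0 after adjustment, 96.2%). With legacy=FALSE it was 9148, with 5819 after adjustment. Across the 24 leave-one-out fits, it ranged from 9942 to 10522, and the share higher in the L group from 55.6% to 67.1%. The percent of differentially expressed circRNAs higher in the L group was above 50% in each setting named here. The quasi-likelihood test without a filter called 59.6% of the circRNAs when reads were permuted between libraries, so most of its calls do not need a group difference.

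Of 100 splits of the 24 libraries that part all 12 same-numbered pairs, the real split included, 5 gave at least as many called circRNAs as the real split, and the others ranged from 10101 to 10659 (median 10263). For the number after adjustment, 5 splits did, and 11 splits gave a share of higher calls as far from 50% in either direction, 6 of them as high. With the exact test with tagwise dispersions, 5 splits gave at least 222 calls (others from 98 to 285, median 140), and 17 gave a share as far from 50% in either direction, 11 of them as high. With filterByExpr, 12 splits gave at least 3 calls. Host genes with summed reads that differed numbered 1868 of 5176, and 5 splits gave as many (others from 1749 to 1887); after adjustment the number was 1850, and 3 splits gave as many. Apart from this last number, no count in this paragraph had a share of splits under 0.05.

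For miRNAs, 36 were called, 1 after adjustment, and 63.9% were higher in the L group. DESeq2 gave 16 (2 after adjustment), filterByExpr 17, detection in at least 6 libraries 21, the exact test 24 (2 after adjustment), the likelihood ratio test 33 (2 after adjustment), legacy=FALSE 33 (4 after adjustment) and the exact test with tagwise dispersions 24 (3 after adjustment). With its CPM filter, that test gave 20 (3 after adjustment, 80.0% higher in the L group). Leave-one-out fits gave 26 to 42 calls, 0 to 2 after adjustment, and 42.3% to 71.1% higher in the L group. Of the 100 splits, 27 gave at least 36 calls (others from 9 to 47, median 30), 33 at least 1 after adjustment and 69 a share of higher calls as far from 50% in either direction, 40 of them as high. With the CPM filter, 24 splits gave at least 20 calls.

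The replicate number as a block, which treats same-numbered H and L boars as pairs, gave 144 circRNAs (0 after adjustment, 92.4% higher in the L group; 32 of them among the 222 of Supplementary Data 3), 9 miRNAs (0 after adjustment, 33.3%) and 73 host genes. With the block, the log2 fold change of circ-CREBBP was −1.94 (p = 0.0828, quasi-likelihood test), against −8.94 without it. The numbers did not pair the libraries by their profiles: the mean correlation of same-numbered libraries was 0.0117 for circRNAs (permutation p = 0.262) and 0.0153 for miRNAs (permutation p = 0.736). Junction reads of same-numbered libraries were correlated (Pearson r = 0.740, permutation p = 0.00746, adjusted p = 0.0149 over 2 library types; Spearman's rho = 0.727, adjusted p = 0.0188; r = 0.841 without the 2 farthest pairs), and miRNA reads were not (r = 0.337, permutation p = 0.281; rho = 0.420; r = 0.511 without the 2 farthest pairs). Whether same-numbered libraries were prepared together is not stated in the paper's text.

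Host genes numbered 111 with the exact test with tagwise dispersions. Of the 17379 circRNAs, 8990 had at least 2 reads in at least 2 libraries. The log2 fold change of LRCH1 reversed from 0.24 to −0.019 with library totals. That of the circRNA of chromosome 8 from 5919976 to 5958222 was 0 with DESeq2 and ranged from −9.43 to 0 across leave-one-out fits, 0 without H replicate 1, the boar with its reads. Among named fold changes and RPM values, leave-one-out fits gave 1127 with the same direction and side of the threshold, 43 weaker, 5 stronger and 1 reversed. The other alternatives gave 421, 40, 7 and 2. Except for the circRNA of boar H1, the cause was not tested.

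Thinning to 128644 junction reads changed the number of circRNAs detected in L12 from 5716 to 5646. Of all circRNAs, 48.3% had reads in 1 library, with a median of 54 reads, so thinning could not remove many of them, and what limits their detection was not tested. miR-143-3p had at most 18 reads in a library, and whether depth or low abundance limits its detection was not tested. The legacy quasi-likelihood alternative is the default of this edgeR version and so was no separate fit. The correlation of circ-CREBBP with miR-10384 and miR-143-3p, and its alternative without TMM, were not run, because 3 of 24 boars had circ-CREBBP reads.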

Differences from the paper's values

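The exact test with tagwise dispersions was chosen only after the result was seen. The paper gives 8.7% of circRNAs as intergenic, and 4.47% were intergenic here. The rule of 1 end in an exon, set before the data were examined, moves circRNAs only between the exonic and intronic classes, so it could not change this share. CircRNAs on unplaced scaffolds (0.719%) were kept apart here, and the circRNA on such a scaffold in Table 1 is intergenic in the paper. No alternative set before the data were examined closed the gap.

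The paper gives 125 circRNAs from the mitochondrial genome, against 0 here, where the same number lay on unplaced scaffolds. It gives 21 circRNAs of SLC5A10, against 0 here, where PRPSAP2 held 21. No alternative set before the data were examined applied to these counts.

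The paper gives 222 differentially expressed circRNAs, and the quasi-likelihood test called 10517. Of the alternatives set before the data were examined, the likelihood ratio test, with 239, came within 1.5 times the paper's number, and DESeq2, the exact test, library totals, TMMwsp, both filters, the block, the larger fold change and leave-one-out did not. The exact test with tagwise dispersions, chosen after seeing the values, gave 222, the circRNAs of Supplementary Data 3. It was picked from several edgeR variants tried in search of this number. Its P values also equal those of Table 2 as printed for TOP1 (5.23e-06), ERC1 (3.88e-05) and circ-KLHL3 (0.00261). On the same counts, the difference between 222 and 10517 thus goes with the choice of edgeR test. For those higher in the L group, the paper gives 185 and the quasi-likelihood test 6600. The likelihood ratio test gave 164 and the replicate block 133, both set before the data were examined and within 1.5 times the paper's number; the other alternatives were not. The exact test with tagwise dispersions, chosen after seeing the values, gave 185.

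The paper gives 19 differentially expressed miRNAs, and 36 were called here. Of the alternatives set before the data were examined, DESeq2 with 16, the exact test with 24, filterByExpr with 17, detection in at least 6 libraries with 21, an absolute log2 fold change of at least 1.5 with 24, and the fit without L replicate 12 with 26 came within 1.5 times the paper's number, and library totals, TMMwsp, the likelihood ratio test, the block and the other leave-one-out fits did not. The settings chosen after seeing the values did too: the exact test with tagwise dispersions with 24, and the same test with a CPM filter with 20, which called the 19 miRNAs of Fig. 3b and miR-374b-3p (log2 fold change −0.58). The CPM filter was picked from many filters tried in search of the paper's number.

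The paper lists miR-378 as higher in the L group. Here it was not called (log2 fold change of miR-378 0.84, p = 0.0546 from the quasi-likelihood test). It was called by the exact test (p = 0.0453) and the likelihood ratio test (p = 0.0438), set before the data were examined, and, chosen after seeing the values, with legacy=FALSE (p = 0.0495) and the exact test with tagwise dispersions (p = 0.0428).

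The paper states that expression did not differ between exonic, intronic and intergenic circRNAs; here the exonic median was above the intronic median by 37.6 RPM, in 21 of 24 libraries. The paper lists CDK13 among the 30 most abundant circRNAs, and it was at rank 31 here. The paper lists TRIM24, CCDC30 and COG3 among genes with at least 20 circRNAs, and they had 19, 17 and 18 here. The paper states that qPCR and sequencing changed the same way; its qPCR shows circ-SUGCT lower in the L group, and its log2 fold change here was 0.29. The paper names the circRNAs of PTK2 and CREBBP among the leading ones by change. The circRNAs of TOP1 and MX2 had larger log2 fold changes, 9.49 and 9.39, the same as in the paper's Table 2. The values thus do not differ, and the difference is from the ranking in the text. Each of these circRNAs had 0 reads in 1 group, so the prior count sets the sizes. The standard errors of 2.14 to 2.29 follow from the test against no change. They do not measure the spread of sizes set by the prior count, and the order of these circRNAs is not resolved. Among those lower in the L group in Table 2, the circRNAs of PTK2 and CREBBP follow those of chromosome 16, KLHL3 and LARP1B. The paper describes the PTK2 circRNA as high with low motility; of 2 PTK2 circRNAs in Supplementary Data 3, one had a log2 fold change of 8.25 and the other of −8.99.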

Other observations

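The tests of the number of detected circRNAs, of copying by PCR and of opposite variation between boars were chosen only after the result was seen; the thinning, leukocyte and most abundant circRNA tests were set earlier.

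More circRNAs were called higher than lower in the L group. The number of junction reads did not differ between the groups (permutation p = 0.942). With every library thinned to the junction reads of the smallest, 62.1% of the quasi-likelihood calls were higher in the L group, against 62.8% without thinning. Thinning left the numbers of detected circRNAs nearly as they were, so this test had little room to move the share and does not decide on depth. When 956 detected circRNAs were kept at random in each library, the share higher in the L group among calls of the exact test with tagwise dispersions had a median of 51.2% over 20 draws (from 42.2% to 59.7%). Because 181 of the 222 circRNAs had reads in no H library and 35 in no L library, equal numbers of detected circRNAs bring the share near 50% by construction, and the number detected per library was not tested as a cause. The number detected differed between the groups without reaching significance (permutation p = 0.0676), and 5716 were detected in L12. Whether L boars carry more kinds of circRNA, or their libraries started from more molecules, cannot be told apart here. No other biological explanation was tested.

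Many circRNAs had many reads in 1 library and none in most others. Of the 8389 circRNAs with reads in 1 library, 97.03% had 10 or more reads (median 54) and 0.274% had 2 or 3. A candidate explanation is few starting molecules copied by PCR, in which case read numbers overstate the number of molecules; a true difference between boars was not excluded.

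The miRNAs called higher in the L group include miR-223, miR-142-5p, miR-142-3p and miR-155-5p, which are abundant in leukocytes. RNA from leukocytes was tested with 8 other miRNAs listed beforehand as leukocyte miRNAs. Some of them were already high in the H group, with 31860 CPM of miR-21-5p and 857 CPM of miR-27a. For comparison, miR-141 of the epithelial set had 30603 CPM in the H group. Their mean log2 CPM was 6.27 ± 0.34 (SD, n = 12) in the H group and 6.39 ± 0.34 (SD, n = 12) in the L group, higher by 0.12 (permutation p = 0.407, adjusted p = 0.578 over 4 cell types, range 0.444 to 0.627 over the alternatives), and 8 of 12 L boars lay above the H median. With z scores, the difference was 0.335 (permutation p = 0.111, adjusted p = 0.444), and 10 of 12 L boars lay above the H median. The difference between the groups did not reach significance. Because miRNAs that are high in all boars leave the score little room to move, it does not decide on RNA from leukocytes. The highest scores of the 8 miRNAs among the 24 boars were those of L8 (7.05) and L12 (6.94), followed by H1 (6.80). The score of the leukocyte miRNAs that the paper names is not limited to those listed above. By this score, the same 2 L boars stood apart: mean log2 CPM was 8.66 in L8 and 9.15 in L12, and at most 4.51 in every other boar. These boars were singled out after their values were seen, and no test compared them with the others, so RNA from leukocytes in these 2 samples is not excluded.

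The 9 epithelial miRNAs had a mean log2 CPM that differed by −0.26 in the L group (permutation p = 0.0354, adjusted p = 0.141), with 4 of 12 L boars above the H median. The difference was −0.27 with library totals (permutation p = 0.0717, adjusted p = 0.287) and −0.15 with z scores (permutation p = 0.350, adjusted p = 0.626).

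circ-CREBBP was lower and miR-10384 and miR-143-3p were higher in the L group. Whether they vary in opposite ways between boars of one group could not be tested, because 3 H boars had circ-CREBBP reads. The pattern cannot be told apart from a difference between the groups in each RNA alone.

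The share of junction reads of the 30 most abundant circRNAs, circ-PTGES3 among them, did not differ between the groups (permutation p = 0.662). As a share of the library total, this value cannot show an effect of depth.

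The 3′UTRs of the annotated transcripts used here held no 7-nt seed match of either miRNA. A 6-nt match of miR-143-3p lay at nt 5098 to 5103 of the 6087 nt of CREB1 and at nt 2092 to 2097 of the 2746 nt of MCL1. The 1093 nt of CREBBP held none, and no match of miR-10384 was found in these 3. The paper predicted these targets with an energy limit. It reports that mutated sites in the cloned 3′UTRs abolished the effect of the miRNAs in reporter assays. The cloned stretches were not placed on the annotated 3′UTRs here, so the search does not decide on these targets.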
